# Zmiz1 is a novel regulator of lymphatic endothelial cell gene expression and function

**DOI:** 10.1371/journal.pone.0302926

**Published:** 2024-05-08

**Authors:** Rajan K. C., Nehal R. Patel, Anoushka Shenoy, Joshua P. Scallan, Mark Y. Chiang, Maria J. Galazo, Stryder M. Meadows

## Abstract

Zinc Finger MIZ-Type Containing 1 (Zmiz1), also known as ZIMP10 or RAI17, is a transcription cofactor and member of the Protein Inhibitor of Activated STAT (PIAS) family of proteins. Zmiz1 is critical for a variety of biological processes including vascular development. However, its role in the lymphatic vasculature is unknown. In this study, we utilized human dermal lymphatic endothelial cells (HDLECs) and an inducible, lymphatic endothelial cell (LEC)-specific *Zmiz1* knockout mouse model to investigate the role of Zmiz1 in LECs. Transcriptional profiling of *ZMIZ1*-deficient HDLECs revealed downregulation of genes crucial for lymphatic vessel development. Additionally, our findings demonstrated that loss of Zmiz1 results in reduced expression of proliferation and migration genes in HDLECs and reduced proliferation and migration *in vitro*. We also presented evidence that Zmiz1 regulates Prox1 expression *in vitro* and *in vivo* by modulating chromatin accessibility at *Prox1* regulatory regions. Furthermore, we observed that loss of *Zmiz1* in mesenteric lymphatic vessels significantly reduced valve density. Collectively, our results highlight a novel role of Zmiz1 in LECs and as a transcriptional regulator of Prox1, shedding light on a previously unknown regulatory factor in lymphatic vascular biology.

## Introduction

Lymphatic vasculature plays a crucial role in maintaining tissue fluid homeostasis, facilitating lipid absorption, and conducting immune surveillance. The proper establishment of a functional lymphatic system is vital for embryonic and postnatal development and normal function. Conversely, aberrant lymphangiogenesis is associated with various diseases, including lymphedema, diabetes, cancer, inflammation, and neurological disorders such as Alzheimer’s disease [1]. Extensive research over the years has identified several transcription factors (TFs) that regulate lymphatic development, such as PROX1, GATA2, NFATC1 and FOXC2, thereby shedding light on the role of the lymphatic vasculature in health and disease. Transcriptional co-regulators, acting as activators or repressors, play a crucial role in orchestrating selective gene transcription in a cell type-specific manner. Alterations in the interaction between TFs and co-regulators can lead to pathological conditions [2,3]. Thus, it is imperative to identify and comprehend the novel regulatory mechanisms involving transcription co-regulators during both physiological and pathological lymphangiogenesis.

Zinc Finger MIZ-Type Containing 1 (Zmiz1) is a member of the PIAS family of proteins and exerts its function as a transcriptional co-activator of Notch [4], Androgen Receptor (AR) [5], p53 [6], Estrogen Receptor [7], and Smad3/4 [8]. Zmiz1 function is critical in diverse developmental processes, such as angiogenesis, as demonstrated by the occurrence of vascular defects and embryonic lethality upon global deletion of Zmiz1 [9]. Specifically, global deletion of Zmiz1 resulted in embryonic lethality at E10.5 due to vascular defects such as an underdeveloped heart valve and atrium and defective yolk sac vasculature in the Zmiz1 knockout mice. Moreover, research has unveiled previously unknown roles for Zmiz1 in multiple diseases, including leukemia [4,10], erythropoiesis [11], osteosarcoma [12], diabetes [13], multiple sclerosis [14] and in a range of neurodevelopmental disorders [15–17]. Notably, Zmiz1 has been identified as a regulator of Notch-dependent T-cell development and leukemogenesis [4,18]. In recent years, the importance of Zmiz1 in the pathogenicity of diabetes and cancer has gained significant recognition as well [19]. However, despite our growing understanding of the many physiological and pathological roles of Zmiz1, there is a substantial knowledge gap concerning its functional and mechanistic roles as a transcriptional co-regulator in the development of lymphatic vasculature and lymphatic endothelial cell (LEC) biology. A deeper understanding of Zmiz1 contributions to the lymphatic vasculature will provide valuable molecular regulatory insights that could also influence the development of novel therapeutic interventions targeting lymphatic vascular defects.

In this study, we investigated the role of Zmiz1 in the regulation of lymphatic development and function. Our results demonstrated that Zmiz1 is robustly expressed in various subtypes of LECs. Silencing Zmiz1 in cultured LECs lead to a downregulation of genes essential for lymphatic vessel development and cell migration and proliferation. Depletion of ZMIZ1 in Human Dermal Lymphatic Endothelial Cells (HDLECs) resulted in impairment of LEC migration and proliferation *in vitro*. Furthermore, genetic ablation of *Zmiz1* in LECs resulted in decreased PROX1 expression and a reduction in the number of mesenteric lymphatic valves. Notably, our data suggested that Zmiz1 regulates Prox1 expression via modulation of chromatin accessibility, revealing an unidentified role for Zmiz1 in LECs. These findings indicated that Zmiz1 has a dynamic role in LECs by functioning as a transcriptional activator and chromatin remodeler to control various cellular processes.

## Methods and materials

### Mouse and treatment

All animal experiments were performed in accordance with Tulane University Institutional Animal Care and Use Committee (IACUC) policies. *Zmiz1*^*f/f*^ [4], *Prox1-Cre*^*ERT2*^ [20] and *Ai14* reporter [21] (Stock No. 007914; Jackson Laboratory) mice were crossed to generate tamoxifen inducible, lymphatic endothelial cell-specific Zmiz1 knockout mice (*Zmiz1*^*f/f*^*;Prox1-Cre*^*ERT2*^*;Ai14)*. For postnatal Cre recombination, newborn offspring were administered Tamoxifen (MilliporeSigma, T5648) orally at a concentration of 100 μg on P1–P3 and mesentery lymphatic vessels were analyzed at P8. For embryonic studies, timed mating was carried out, designating E0.5 on the day a vaginal plug was observed. Mothers were administered 100 ug of tamoxifen via intraperitoneal injection at day E10.5 to induce Zmiz1 deletion in the embryonic LEC lineage.

### Cell culture and RNA interference

Human Dermal Lymphatic Endothelial Cells (HDLECs) (Promocell, C-12216) were cultured in endothelial cell growth medium MV2 (EGM-MV2) (Promocell, C-22022) supplemented with Growth Medium MV 2 SupplementMix (Promocell, C-39226) at 37°C and 5% CO_2_. All cell culture experiments were carried out within the 5 passages. HDLECs were transfected with a pool of control non-targeting siRNA (Horizon, D-001810-10-05) or *ZMIZ1* siRNA (Horizon, L-007034-00-0005; this SMARTpool reagent consists of 4 siRNAs each targeting different regions of the Zmiz1 mRNA) for 48 hours using Lipofectamine 3000 (Thermo Fisher, L3000015). The final concentration of siRNA solution was 200 nM. In addition, 2 of the 4 *ZMIZ1* siRNAs were transfected independently to assess for potential off-target effects. Both *ZMIZ1* siRNAs resulted in similar gene expression changes associated with the cocktail *ZMIZ1* siRNA indicating specificity of the designed *ZMIZ1* siRNAs (S5C and S5D Fig).

### Scratch wound healing assay

Scratch wound healing assay was performed as previously described [22]. Briefly, a scratch was made using P200 pipette tip on confluent control and Zmiz1 knockdown HDLECs. Phase contrast images were taken at time 0 hours, 24 hours, and 48 hours using Leica DMi8. Percentage of wound closure and rate of migration were analyzed using ImageJ software.

### Immunocytochemistry

Briefly, cells were fixed, permeabilized, and blocked. Primary antibodies were incubated at 4°C overnight followed by secondary antibody at room temperature for 1 hour. Fluorescence images were taken using Leica DMi8. Primary antibodies used include Ki67 (Cell Signaling Technology, 9449, 1:100) and Zmiz1 (Cell Signaling Technology, 89500S). Nuclei were stained with NucBlue (Invitrogen, R37606).

### Quantitative PCR (qPCR)

Total RNA from control and ZMIZ1 knockdown HDLECs was extracted using the GeneJET RNA Purification Kit (Thermo Fisher Scientific, K0732). To determine the mRNA expression levels, 1 μg of extracted RNA was transcribed into cDNA using the iScript Reverse Transcription Supermix (Bio-Rad, 1708840). qPCR was performed using the PerfeCTa SYBR Green SuperMix (Quantabio, 95071) on CFX96 system (Bio-Rad). The list of qPCR primers used in this study is included in S1 Table. Relative gene expression was determined using the ΔΔCt method. Three independent biological replicates were used, and three technical replicates were performed per sample.

### Western blot

Total Protein was isolated using the RIPA lysis buffer (Thermo Fisher Scientific, 89901) supplemented with protease inhibitor cocktail (Thermo Fisher Scientific, 78430) and phosSTOP (MilliporeSigma, 04906845001). Protein concentrations were determined using Qubit fluorometer 3.0 (Invitrogen, Q33216) and qubit protein assay (Thermo Fisher Scientific, Q33211). Protein samples were run on 4–20% Mini-PROTEAN TGX Precast gels (Bio-Rad, 4568094) and transferred onto 0.2 μm PVDF membrane (Bio-Rad, 1704156) using Trans-Blot turbo transfer system (Bio-Rad, 1704150). Membranes were blocked for 1 hour with 5% BSA in TBST (0.1% Tween-20 in 1x TBS) and incubated in primary antibodies at 4°C overnight with agitation. Membranes were washed in TBST three times five minutes each and incubated with secondary antibodies for 1 hour at room temperature with agitation. Following washes, target proteins were detected using the LI-COR Odyssey imaging system. Band densitometry was quantified using the ImageJ software. The following primary antibodies were used for the Western blot analysis: PROX1 antibody (Abcam, ab199359, 1:1000), Ki67 (Cell Signaling Technology, 11882S, 1:1000) and β-ACTIN (Cell Signaling Technology, 3700S, 1:5,000).

### Immunohistochemistry analysis of mouse mesentery

Immunofluorescence on mouse mesentery was performed as previously described [23]. Briefly, mesentery was dissected, pinned down in sylgard, and fixed in 4% PFA for 6 hours at room temperature. Mesentery was washed three times in 1× PBS and permeabilized in 0.5% TritonX-100/PBS (PBST) at room temperature for 30 minutes, then blocked with CAS-block (Thermo Fisher Scientific, 88120) at 4°C overnight. Primary antibodies were diluted in CAS-block and incubated with primaries at 4°C overnight, followed by incubation in appropriate secondary antibodies for 4 hours at room temperature. Mesenteries were washed 3 times in 1× PBS and mounted on a slide using the ProLong Diamond Antifade Mountant (Thermo Fisher Scientific, P36961). Images were taken with a Nikon C2 confocal. The primary antibodies used were anti-CD31 antibody (BD Pharmingen, 553370, 1:500) and anti-PROX1 antibody (Abcam, ab101851, 1:500).

### Lymphangiography

This assay was performed as previously described [24]. P8 pups were fed 1 μl 4,4-Difluoro-5,7-Dimethyl-4-Bora-3a,4a-Diaza-s-Indacene-3-Hexadecanoic Acid BODIPY™ FL C16 (BODIPY FL C_16_, ThermoFisher Scientific, D3821) diluted in olive oil at a concentration of 10 μg/μL. Three hours later, mice were euthanized, and the mesenteric lymphatic vasculature was dissected, mounted, and then imaged using Leica stereomicroscope.

### RNA sequencing and gene expression analysis

RNA extraction and processing for sequencing was performed as previously described [22]. Briefly, total RNA was extracted from control and *ZMIZ1* siRNA transfected HDLECs using GeneJET RNA Purification Kit (Thermo Fisher Scientific, K0732). RNA concentration and RNA integrity (RIN) number were determined using Qubit RNA High Sensitivity Assay Kit (Thermo Fisher Scientific, Q32852) and Bioanalyzer RNA 6000 Nano assay kit (Agilent, 5067–1511) respectively. RNA library was prepared using TruSeq RNA Library Prep Kit v2 (Illumina, RS-122-2001). The sequencing library was quantified and verified using Qubit dsDNA High Sensitivity Assay Kit (Thermo Fisher Scientific, Q32851) and DNA1000 assay kit (Agilent, 5067–1505) respectively. Verified libraries were sequenced using the Nextseq 500/550 High Output kit v2.5 (75 Cycles) (Illumina, 20024906) on a Nextseq 550 system. Sequenced reads were aligned to the human (hg19) reference genome with RNA-Seq alignment tool (STAR aligner). mRNA expression quantification and differentially expressed genes determination was performed using the RNA-Seq Differential Expression tool (version 1.0.1). Both alignment and differential expression analysis were performed on the Illumina BaseSpace Sequence Hub. Overrepresentation analysis of differentially expressed genes was performed using WEB-based Gene SeT AnaLysis Toolkit (WebGestalt) [25]. Sequencing data have been deposited in the Gene Expression Omnibus (GEO) database with accession no. **GSE225057**.

### ATAC sequencing and peak analysis

The ATAC sequencing library was prepared as per manufacturer instruction (Active Motif, 53150). Intact nuclei were isolated from control and *ZMIZ1* siRNA transfected HDLECs. Samples were treated with a hyperactive Tn5 transposase which tag the target DNA with sequencing adapters and fragment the DNA simultaneously. The library was then quantified using Qubit dsDNA High Sensitivity Assay Kit (Thermo Fisher Scientific, Q32851) and verified using the Bioanalyzer DNA High Sensitivity Assay Kit (Agilent, 5067–4626). Validated samples were sequenced using the NextSeq1000/2000 P2 Reagents (100 Cycles) v3 (Illumina, 20046811) on a Nextseq1000/2000. Resulting sequencing data were analyzed using basepairtech ATAC-Seq pipeline (www.basepairtech.com). Briefly, sequenced reads were aligned to the human (hg19) reference genome using Bowtie2. ATAC-Seq peaks and differentially accessible regions were quantified using MACS2 and DESeq2. Sequencing data have been deposited in the Gene Expression Omnibus (GEO) database with accession no. **GSE225130**.

### Luciferase reporter assay

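The 2 reporter sequences given for *PROX1* were each placed on chromosome 1 of GRCh37, the assembly also called hg19, where each had 1 exact match on that chromosome. Peak 1 is 116 bp long, from 214150876 to 214150991, with a GC content of 54.3%. It ends 10325 bp upstream of the start of the canonical *PROX1* transcript at 214161316 (GENCODE release 44 on GRCh37). Peak 2 is 124 bp long, from 214161226 to 214161349, with a GC content of 50.0%. It covers 90 bases upstream of that start and 34 bases of exon 1. Both sequences also lie in an intron of *PROX1-AS1*, a gene on the opposite strand.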

The ATAC peaks sequence (*Prox1* peak 1 and peak 2) were cloned into pGL4.20-Firefly luciferase (pGL4.20[luc2/puro]; Promega) using HindIII restriction site to generate pGL4.20-ChIPPeak-luc. Cloning was verified using sequencing. pGL4.75[hRluc/CMV] vector (Renilla reniformis) was used as control. HEK-293T cells were transfected with non-targeting siRNA (Horizon, D-001810-10-05) and *ZMIZ1* siRNA (Horizon, L-007034-00-0005) using Lipofectamine3000 (Thermo Fisher, L3000015) (final concentration:200 nM). 24 hours later, cells were transfected with pGL4.20-ATACPeak-luc and pGL4.75. Luciferase activities were assayed using Dual-Luciferase Reporter Assay System (Promega). The expression of firefly luciferase was normalized with renilla luciferase and percentage luciferase activity was calculated relative to the baseline activity of control siRNA treated pGL4.20-ATACPeak -luc.

Peak 1: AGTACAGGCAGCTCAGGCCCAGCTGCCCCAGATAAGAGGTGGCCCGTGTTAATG

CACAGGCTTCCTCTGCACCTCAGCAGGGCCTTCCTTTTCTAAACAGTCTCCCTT TAATGTTG

Peak 2: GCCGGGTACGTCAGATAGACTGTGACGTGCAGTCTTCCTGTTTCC TTCAGCTGTG

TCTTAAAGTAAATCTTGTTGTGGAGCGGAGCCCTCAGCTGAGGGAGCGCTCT GAAATAATACACCATTG

### Statistical analysis

Data analysis was performed using GraphPad Prism version 9.0.0 for Windows (www.graphpad.com). Data are presented as mean ± SEM. Unpaired 2-tailed Student’s *t* tests were used to determine statistical significance assuming equal variance. *P* < 0.05 is considered statistically significant. All experiments were performed with at least 3 biological replicates for each control and experimental group. Illustrations were created with BioRender.com.

## Results

### Zmiz1 is expressed in lymphatic endothelial cells

To assess whether Zmiz1 is expressed in LECs, we first performed ZMIZ1 immunofluorescent antibody staining on cultured human dermal lymphatic endothelial cells (HDLECs) and observed robust nuclear expression of ZMIZ1 (Fig 1A), similar to many other cell types (www.proteinatlas.org, www.uniprot.org, [7]). We next examined Zmiz1 expression in LECs using three publicy available single cell sequencing datasets. Firstly, data from http://betsholtzlab.org/VascularSingleCells/database.html showed robust expression of *Zmiz1* in LECs associated with murine lung ECs [26,27] (Fig 1B). Secondly, utilizing a single cell atlas of adult mouse mesenteric LECs [28], we observed *Zmiz1* expression in collecting, pre-collecting, capillary, and valve LECs (Fig 1C). Finally, we found varying levels of *Zmiz1* expression in different LEC subtypes surveyed via a single-cell transcriptional roadmap of the mouse and human lymph nodes [29] (S1 Fig). Overall, these expression datasets show that Zmiz1 is expressed in several subtypes of LECs, thereby establishing its presence in the lymphatic endothelium and indicating a potential role for Zmiz1 in lymphatic vessel development.

**Fig 1:**
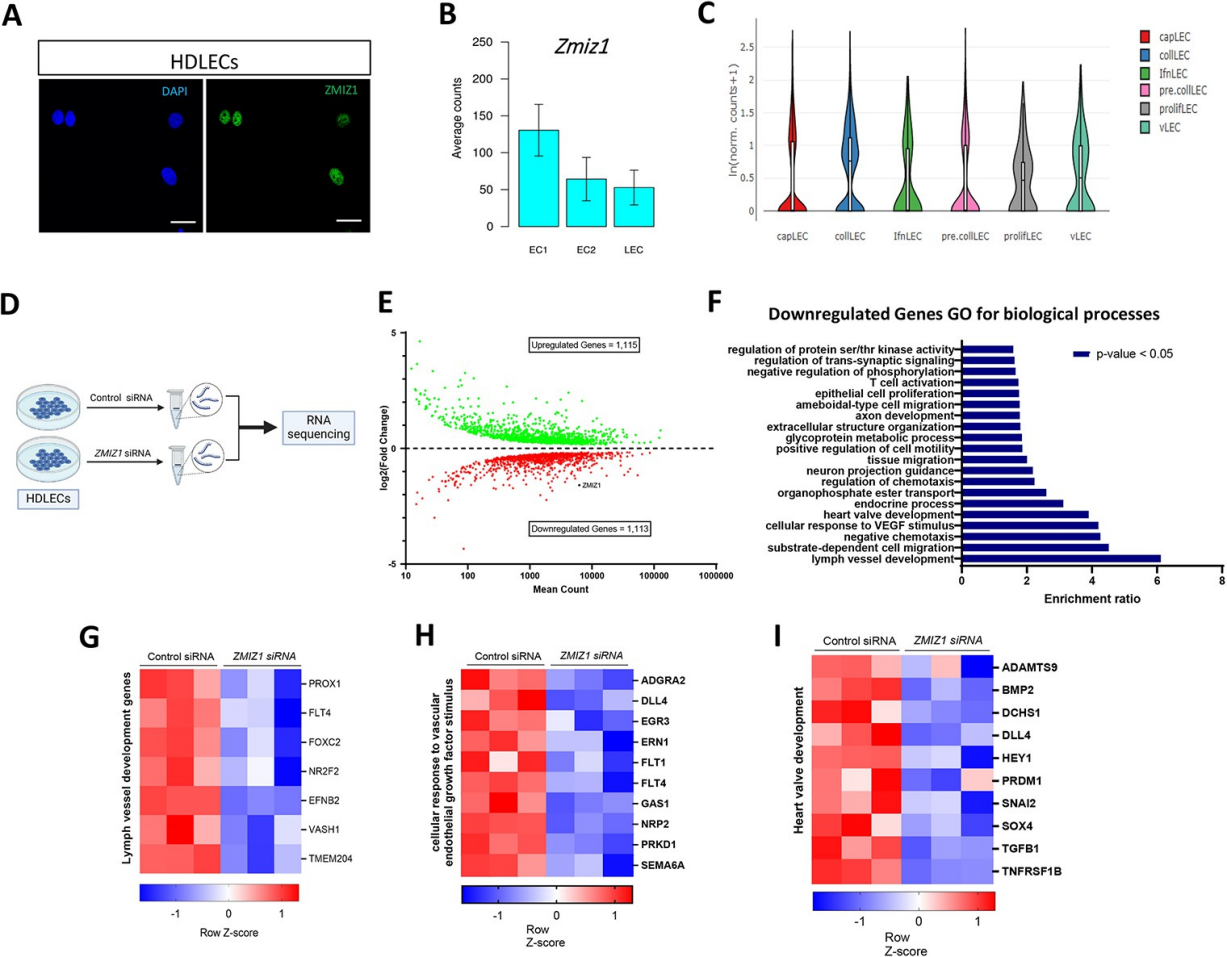
Loss of Zmiz1 in LECs impairs the expression of lymph vessel development genes. (A) Immunofluorescence staining for ZMIZ1 (green) and DAPI (blue) showing nuclear localization of ZMIZ1 in HDLECs. Scale bar: 10 μm. (B) *Zmiz1* mRNA expression in ECs and LEC from mouse lungs (adapted from single cell data on http://betsholtzlab.org/VascularSingleCells/database.html). EC1 and EC2 are different populations of cell clusters that are distinct from artery, vein and capillary ECs. (C) *Zmiz1* mRNA expression in various LEC subtypes (adapted from single cell RNA sequencing dataset of adult mouse mesenteric lymphatic endothelial cells [28]). Capillary (capLECs), collecting (collLECs), precollecting and collecting (pre/collLECs), valve (vLECs), proliferative (prolifLECs), IFN (IfnLECs), endothelial cells (EC) and lymphatic endothelial cells (LEC). (D) Outline of the workflow used to knockdown (KD) *ZMIZ1* in HDLECs for RNA sequencing of control and *ZMIZ1* siRNA treated HDLECs (n = 3). (E) MA plot of differentially expressed genes (DEGs) between control and *ZMIZ1* siRNA HDLECs. (F) Top Gene Ontology (GO) biological process terms enriched in downregulated genes in *ZMIZ1* siRNA (FDR ≤ 0.05). (G-I) Representative clustered heatmaps of gene count Z scores for lymph vessel development genes (G), cellular response to vascular endothelial growth factor stimulus (H), and heart valve development genes (I).

### Loss of Zmiz1 alters lymphatic gene expression profiles, including developmental genes

The role of Zmiz1 in the LECs is unknown. 

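HDLECs are primary lymphatic endothelial cells grown from human skin. The RNA-Seq data came from 6 cultures, 3 treated with control siRNA and 3 with *ZMIZ1* siRNA, each at 200 nM and collected at 48 hours. The authors aligned the reads to hg19 with STAR and deposited a table of 27914 gene symbols with one value per library. The values are normalized counts and not whole numbers, so a library's total is not its sequencing depth. Low values in a library fell mostly near whole multiples of one step, taken as the worth of 1 counted read, and that gave an estimated depth. The step was between 1.68 and 2.69 normalized counts. Dividing the totals by it gave about 16129804, 10239323 and 14285054 reads in the control siRNA libraries and about 13344728, 13683962 and 17005013 in the *ZMIZ1* siRNA libraries. Control replicate 2 was the least deeply sequenced by this estimate. Genes with a normalized count of at least 20 in at least 3 libraries were compared, which left 14102 genes. The test was limma on log2(normalized count + 2) with Benjamini-Hochberg adjustment, so fold changes of low genes are understated. At the filter's 20 normalized counts, a value rests on about 7.44 to 11.9 reads, where counting error alone is 28.9% to 36.7%. A tested gene can lie lower in single libraries, where that error is larger. *ZMIZ1* itself, on chromosome 10 from 80828723 to 81076276 (GRCh37), was at 9627, 9572 and 8949 normalized counts with control siRNA and at 3547, 3591 and 2223 with *ZMIZ1* siRNA. Its mean fell to 33.3% of control, a log2 fold change of -1.62 (standard error 0.16, adjusted p = 0.000258 from limma with Benjamini-Hochberg adjustment, or 7.27e-05 with replicate number as a block).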

To begin to assess Zmiz1 contributions to LEC biology, we knocked down *ZMIZ1* in HDLECs using siRNA and performed RNA sequencing (RNA-Seq) (Fig 1D and S2). RNA-Seq analysis revealed 2,228 differentially expressed genes (DEGs) (1,115 upregulated and 1,113 downregulated genes) upon *ZMIZ1* knockdown (Fig 1E). 

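In the deposited normalized counts, 2094 of the 14102 genes tested (14.8%) had an adjusted p below 0.05 from limma with Benjamini-Hochberg adjustment. Of these, 1041 were higher and 1053 lower in *ZMIZ1* siRNA treated cells. Most changes were small. The median absolute log2 fold change among these genes was 0.45, and 677 of them changed at least 1.5-fold. For 2091 of the 2094 genes, the 3 *ZMIZ1* siRNA libraries all lay above or all below the 3 controls. Among all genes tested this held for 33.7%, against 10% by chance. Replicate numbers are shared between the groups, and deviations of same-numbered libraries from their group means had correlations across genes of -0.019, 0.032 and 0.079. With replicate number as a block, 2150 genes passed the threshold, 1081 higher and 1069 lower, and 1901 genes passed it in both fits. With the threshold kept, leaving out one library at a time moved the count most of the alternatives tried, to between 1127 and 2559 genes. By the rule set for naming genes, the largest falls were in *SLX1B-SULT1A4*, *GJA4*, *PASK*, *CCL14* and *FZD10*. *GJA4*, the gene for connexin 37, went from 3037 ± 287 normalized counts (SD, n = 3) to 647 ± 146 (SD, n = 3), a log2 fold change of -2.25. *SLX1B-SULT1A4* is a read-through gene whose exons overlap those of *SLX1B* and *SULT1A4*, and its value is uncertain where reads are shared. It fell short of the threshold in 1 of 12 alternatives with all libraries and in 4 of 6 fits that left out one library (highest limma adjusted p 0.0975). *CCL14* has the same limit, since it overlaps *CCL15-CCL14*. The largest rises were in *PLCE1-AS1*, *APLN*, *ANKRD1*, *ADAMTS18* and *CD226*, with log2 fold changes from 2.10 to 2.98. *PLCE1-AS1* overlaps exons of *PLCE1*. Its control values were low, at 31.7, 13.3 and 34.8 normalized counts, where counting error is large, so the size of its rise is uncertain. *ADAMTS18* rose from 458 ± 65.8 (SD, n = 3) to 2052 ± 331 (SD, n = 3) normalized counts. *APLN* and *ANKRD1* rose in all 3 *ZMIZ1* siRNA libraries, but unevenly, with 4882, 4157 and 12156 normalized counts of *ANKRD1* against 1326 ± 66.9 (SD, n = 3) in controls. *APLN* fell short of the threshold in 1 of 13 alternatives with all libraries (limma, adjusted p = 0.0502) and in 0 of 6 fits that left out one library.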

Gene ontology (GO) analysis for biological processes showed that downregulated genes were enriched in numerous processes, including lymph vessel development, heart valve development, and cellular response to vascular endothelial growth factor stimulus (Fig 1F). 

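The genes shown for these processes in Fig 1G–1I were taken from the figure. Because the authors chose them on these data, their direction was counted and no enrichment was tested. All 7 lymph vessel development genes were lower with an adjusted p below 0.05 from limma with Benjamini-Hochberg adjustment, as were all 10 genes of the response to vascular endothelial growth factor and 9 of the 10 heart valve development genes. Among the growth factor response genes, log2 fold changes ran from -0.32 for *ADGRA2* to -1.53 for *EGR3*. *EGR3* and *GAS1* were lowly expressed, *EGR3* at 91.6 ± 17.1 normalized counts (SD, n = 3) in control cells and 31.8 ± 13.7 (SD, n = 3) after knockdown. *EGR3* was not past the threshold without control replicate 1 (limma, adjusted p = 0.0549). *NRP2*, with 11936 ± 135 normalized counts (SD, n = 3) in control cells, was far more abundant and dropped to 8291 ± 291 (SD, n = 3). Adjusted over each list alone, 7, 10 and 10 genes passed, which is no separate check, since the lists are the authors' calls on these data. With replicate number as a block, 7 lymph vessel, 10 growth factor response and 10 heart valve genes passed over all genes tested. With the stricter threshold of 0.01, 4 lymph vessel, 7 growth factor response and 5 heart valve genes passed.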

Heat map signatures of the genes associated with these processes highlighted various factors with prominent and often multiple functions in LECs (Fig 1G–1I). 

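Of the lymph vessel development genes, *EFNB2* changed most. It lies on chromosome 13 from 107142093 to 107188010 (GRCh37) and went from 6278 ± 220.3 normalized counts (SD, n = 3) in control cells to 2984 ± 166 (SD, n = 3) after *ZMIZ1* siRNA, a log2 fold change of -1.07 (standard error 0.060, adjusted p = 4.02e-05 from limma with Benjamini-Hochberg adjustment, or 5.51e-05 with replicate number as a block). *NR2F2*, the gene for COUP-TFII, went from 12857 ± 1028 (SD, n = 3) to 8928 ± 1456 (SD, n = 3), and *TMEM204* from 3713 ± 84.0 (SD, n = 3) to 2602 ± 324 (SD, n = 3). *VASH1* had the smallest change of this list, a log2 fold change of -0.35 (adjusted p = 0.0337 from the same limma test, 0.0439 with the block), and its exons overlap those of *VASH1-AS1*. *VASH1* fell short of the threshold in 3 of 13 alternatives with all libraries and in 5 of 6 fits that left out one library, with a highest limma adjusted p of 0.136. *NR2F2* fell short in 1 of 13 alternatives with all libraries and in 2 of 6 fits that left out one library, with a highest of 0.0651 in limma. For each of these 7 genes, every *ZMIZ1* siRNA library lay below every control library.

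**Figure D1:**
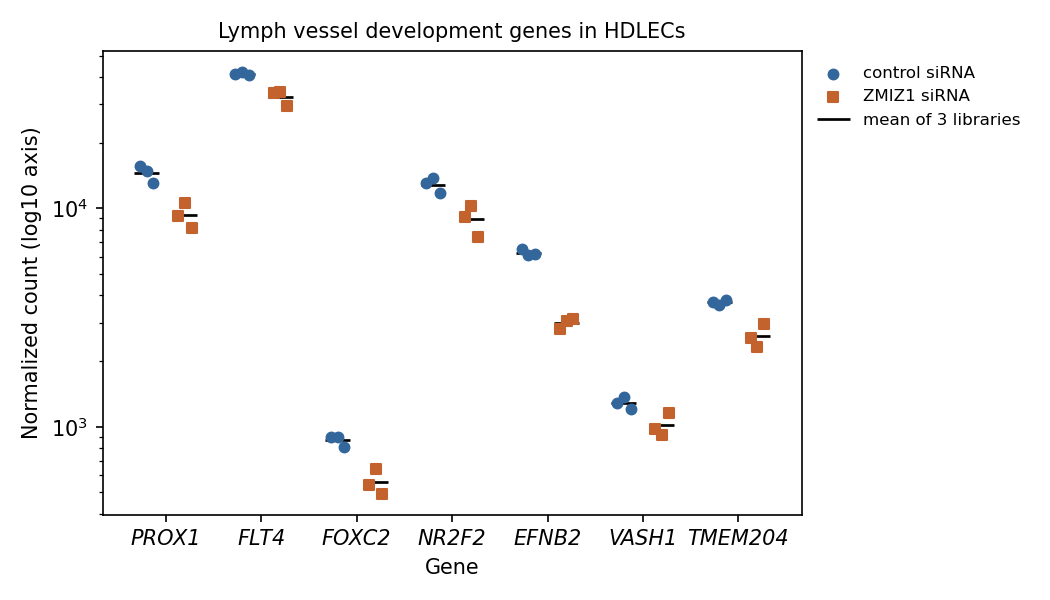
Normalized counts on a log10 axis of the 7 lymph vessel development genes of Fig 1G, in 3 control siRNA libraries (circles) and 3 *ZMIZ1* siRNA libraries (squares). Horizontal lines are means of 3 libraries, and for every gene the squares sit below the circles.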

For instance, Vash1 regulates secondary sprouting and EC proliferation and its depletion leads to defective trunk lymphatic vessel formation in the zebrafish trunk [30]. TMEM204, also known as claudin like protein 24, is known to interact with VEGFR2 and 3 and regulates lymphatic vessel patterning and development [31]. Among the lymph vessel development-related genes, PROX1 is a master regulator of lymphatic development and has been associated with many lymphatic defects, along with FLT4 and FOXC2 [1]. 

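*PROX1* spans bases on chromosome 1 from 214156524 to 214214853 (GRCh37, plus strand, 5 exons in its canonical transcript). It was at 15638, 14805 and 13114 normalized counts in the control libraries and at 9209, 10570.1 and 8179 in the *ZMIZ1* siRNA libraries. The log2 fold change was -0.64 (standard error 0.10, adjusted p = 0.00260 from limma with Benjamini-Hochberg adjustment, or 0.000715 with replicate number as a block), and it stayed between -0.74 and -0.55 with each library left out in turn. *PROX1-AS1*, which was looked at after its values were seen because its exons overlap those of *PROX1* on the opposite strand, was at 143 ± 12.4 (SD, n = 3) and 96.9 ± 10.0 (SD, n = 3) normalized counts (limma, adjusted p = 0.0447, or 0.0614 with the block). *PROX1-AS1* fell short of the threshold in 6 of 13 alternatives with all libraries and in 6 of 6 fits that left out one library (highest limma adjusted p 0.149). The paper's text does not say whether counting used strand, so reads in the overlap are uncertain, though *PROX1* was much the more abundant. *FLT4*, the gene for VEGFR3, lies on chromosome 5 from 180028506 to 180076624 and was the most abundant gene of the list, with 41407 ± 702 normalized counts (SD, n = 3) in control cells. Its log2 fold change was -0.35 (standard error 0.078, adjusted p = 0.0152 from the same limma test, 0.0249 with the block). With control replicate 1 or control replicate 2 left out, the adjusted p for *FLT4* was 0.0561 or 0.0762 in limma. *FOXC2*, on chromosome 16 from 86600435 to 86603334, went from 866 ± 48.8 (SD, n = 3) to 559 ± 74.2 (SD, n = 3) normalized counts, and its exons overlap those of *FOXC2-AS1*.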

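Changes in adhesion genes were counted in the cadherin, claudin, collagen, integrin and laminin families, which were set by symbol before the data were examined. Of 74 such genes tested, 11 were higher and 7 lower in *ZMIZ1* siRNA treated cells at an adjusted p below 0.05 from limma with Benjamini-Hochberg adjustment. Integrins changed in both directions, with 6 higher and 4 lower of 19. *ITGB4* rose from 1779 ± 159.5 (SD, n = 3) to 4766 ± 387 (SD, n = 3) normalized counts, and *ITGA10* from 243 ± 5.76 (SD, n = 3) to 659.7 ± 121 (SD, n = 3), whereas *ITGA2* was lower, with a log2 fold change of -0.64. The 3 collagen genes past the threshold were higher, and the 3 laminin genes past it were lower. Under the replicate block there were 2 collagen genes higher and 2 laminin genes lower, without *COL1A2* (limma, adjusted p = 0.0556) and *LAMC1* (0.0744), and 5 integrin genes were higher and 4 lower. *LAMC1*, at 0.0499 in limma without the block, fell short in 10 of 13 alternatives with all libraries and in 5 of 6 fits that left out one library. *COL1A2* did in 2 of 13 alternatives with all libraries and in 5 of 6 fits that left out one library. The other collagen genes past the threshold, *COL8A2* and *COL13A1*, fell short in 0 of 13 alternatives with all libraries. With one library left out, *COL8A2* fell short of the threshold in 4 of 6 fits and *COL13A1* in 1 (highest limma adjusted p 0.0695 and 0.0584). With counts rescaled to the upper quartile, 2 laminin genes were past it, and 2 claudin genes were, against 1. With equal library totals, 5 integrin genes were higher. Adjusted over each family alone, 6 integrin genes were higher and 4 lower, 3 collagen genes higher and 3 laminin genes lower. Limma's camera looks for a shift of a family in one direction, so it cannot rule out changes in both, such as those of the integrins. None of the 5 families passed it (camera, adjusted p from 0.0847 for claudins to 0.497 for collagens). Blocked by replicate number, their adjusted p ran from 0.0956 to 0.557 in camera, and without a filter the claudins passed (camera, adjusted p = 0.0494). The collagens passed as higher without *ZMIZ1* siRNA replicate 3 (camera, adjusted p = 0.00299). Without *ZMIZ1* siRNA replicate 1 they were lower and did not pass (camera, adjusted p = 0.645).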

Further GO analysis of the upregulated DEGs implicated Zmiz1 in additional biological processes, such as cell adhesion and response to wound healing, while KEGG pathway analysis of all DEGs linked various signaling and process-related pathways to these various biological processes (S3 Fig). Taken together, the RNA-seq results indicated Zmiz1 transcriptionally regulated LEC gene expression and may have broad impacts on lymphatic vascular development and function.

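The genes lower by at least 2-fold numbered 107 and those higher by at least 2-fold 125, among those past the threshold. The median log2 fold change over all 14102 genes tested was 0.00094. From these RNA-Seq results, the paper reasons that Zmiz1 regulates LEC genes at the level of transcription, and proposes that it may broadly affect how lymphatic vessels develop and function.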

### Impaired cell migration and proliferation in Zmiz1 deficient LECs

To further define the main processes governed by Zmiz1 function, enrichment network assessment of the RNA-seq derived GO terms was performed. This analysis pointed towards a critical role for Zmiz1 in LEC migration, lymphatic vessel development and cell adhesion (Fig 2A). 

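The cell migration and cell leading edge heat maps together name 35 genes, 3 of them in both. All 35 had a negative log2 fold change, and in each of them the 3 *ZMIZ1* siRNA libraries lay below the 3 controls. Adjusted p from limma with Benjamini-Hochberg adjustment was below 0.05 for 32 genes. *RAB13* (adjusted p = 0.0586), *MYO10* (0.0645) and *MACF1* (0.0818) did not pass in that limma test. When replicate number was a block, 22 of 24 migration genes and 10 of 14 leading edge genes passed. Without the block, all passed when adjusted over each list alone. That is no separate check, since the lists are the authors' calls on these data. *FGD5*, a leading edge gene whose exons overlap those of *FGD5-AS1*, passed without the block (limma, adjusted p = 0.0313) and not with it (0.0522 in limma). It fell short in 4 of 13 alternatives with all libraries and in 5 of 6 fits that left out one library (highest limma adjusted p 0.123). *CXCR4*, a chemokine receptor gene on chromosome 2 from 136871919 to 136876747 (GRCh37), changed most, from 163 ± 31.9 (SD, n = 3) to 7.80 ± 6.75 (SD, n = 3) normalized counts. Its log2 fold change was -4.30 (standard error 0.47), a size that depends on the pseudocount because the lowest library held 2.06 normalized counts, about 1 read. *AMOT* went from 668 ± 55.0 (SD, n = 3) to 324 ± 77.0 (SD, n = 3) and *WASF3* from 3893 ± 191 (SD, n = 3) to 2501 ± 239 (SD, n = 3). The median log2 fold change was -0.44 for the migration genes and -0.32 for the leading edge genes. *ACTR3* showed the smallest change, with a log2 fold change of -0.21, and fell short of the threshold in 2 of 13 alternatives with all libraries and in 5 of 6 fits that left out one library (highest limma adjusted p 0.0999).

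**Figure D2:**
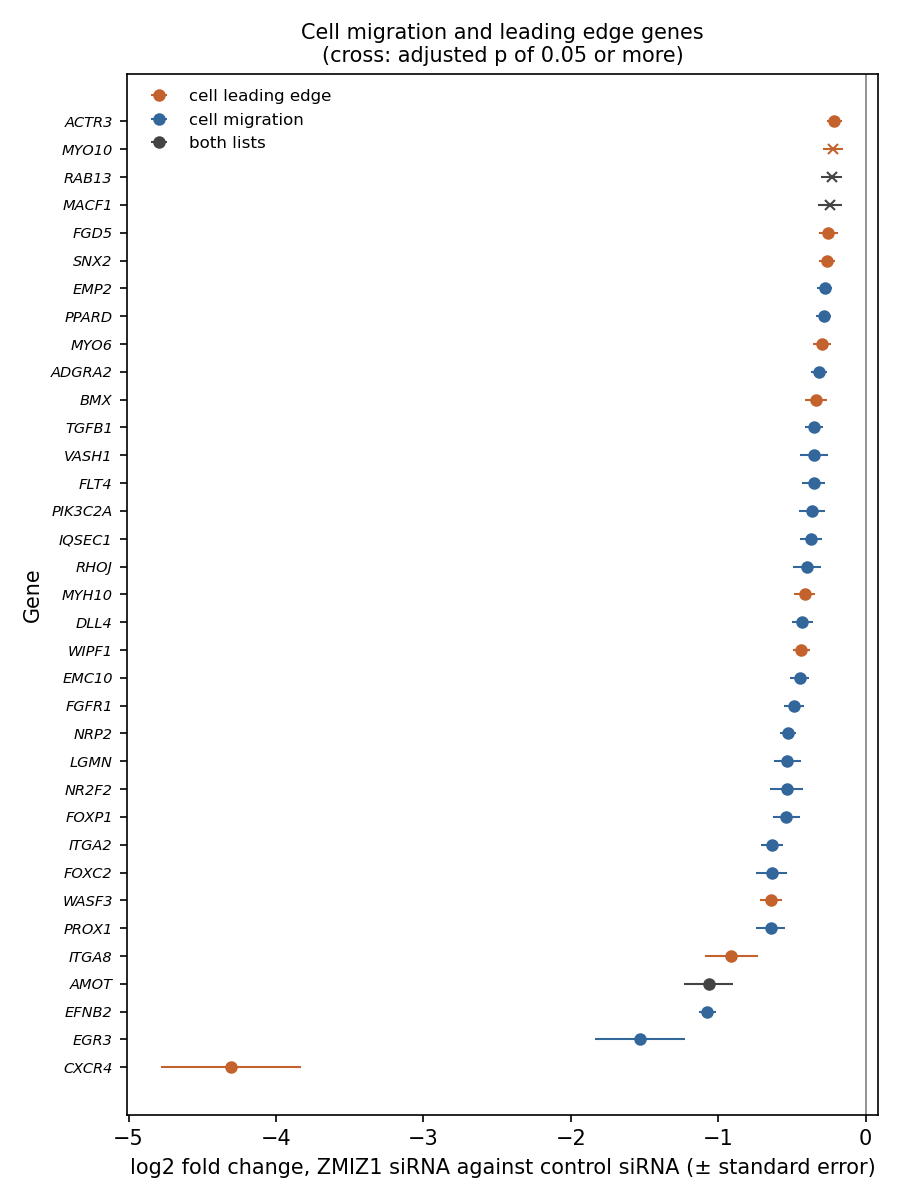
Log2 fold change of the 35 cell migration and leading edge genes in *ZMIZ1* siRNA against control siRNA cells, with bars of 1 standard error from limma. Circles had an adjusted p below 0.05 and crosses did not, and all points lie left of 0.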

Further examination revealed downregulation of DEGs tied to both cell migration and the cell leading edge, as depicted via heat maps (Fig 2B and 2C). Cell migration is a complex process that requires remodeling of the actin cytoskeleton, cell-matrix adhesion and interpretation of guidance signals at the cell leading edge or tip cells [32] in the endothelium—processes detected in our GO analyses. Therefore, to investigate the role of Zmiz1 in migration, we performed *in vitro* scratch wound healing assays with HDLECs treated with either control or *ZMIZ1* siRNA. Compared to control siRNA LECs, *ZMIZ1* siRNA treated cells exhibited a significant reduction in wound closure and cell migration rate after 24 hours (Fig 2F and 2G).

**Fig 2:**
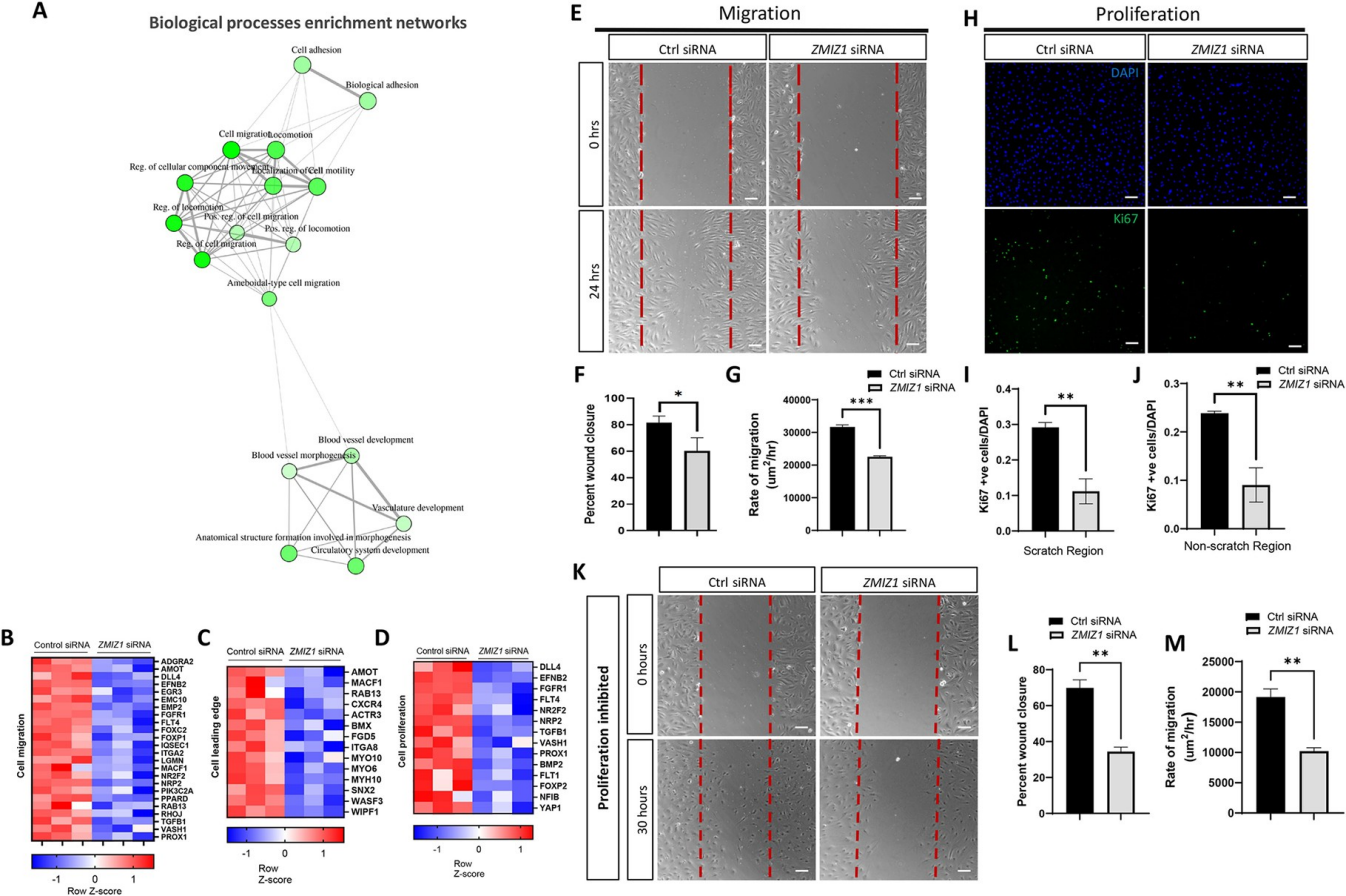
Reduced LEC migration and proliferation in Zmiz1 deficient LECs. (A) Enrichment network of biological processes obtained from DEGs in *ZMIZ1* siRNA treated HDLECs. The main processes identified center on development, migration, and adhesion. (B-D) Representative clustered heatmaps of gene count Z scores for cell migration genes (B), cell leading edge genes (C) and cell proliferation genes (D). (E) Scratch wound assays performed on confluent HDLECs following control and *ZMIZ1* siRNA treatment. Imaged at 0 and 24 hours following the scratch. Scale bars: 100 μm. (F-G) Quantification of the percent of wound closure (F) and rate of migration (G) in control and *ZMIZ1* siRNA treated HDLECs at 24 hours post scratch. (H) Cell proliferation marker Ki67 (green) immunostaining on control and *ZMIZ1* siRNA treated HDLECs. DAPI (blue), scale bars: 100 μm. (I-J) Quantification of Ki67 positive (+ve) cells/DAPI in 10X objective field in scratch region (I) and non-scratch region (J) of control and *ZMIZ1* siRNA treated HDLECs at 24 hours post scratch. (K) Scratch wound assays performed on control siRNA and *ZMIZ1* siRNA treated, cytosine β-D-arabinofuranoside proliferation controlled confluent HDLECs at 0- and 30-hours post scratch. (L-M) Quantification of the percent of wound closure (L) and rate of migration (M) in treated control and *ZMIZ1* siRNA HDLECs at 24 hours post scratch. *P < 0.05, **P <0.01, ***P <0.001 calculated by unpaired Student’s t-test. All experiments were performed in triplicate and repeated three times.

Although our results indicated defective cell migration in the absence of Zmiz1, there are other factors that could account for this observation. Decreases in cell proliferation could also lead to similar wound healing results. Accordingly, GO analysis of Zmiz1 downregulated genes implicated cell proliferation changes (Figs 1F and 2D). 

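All 14 cell proliferation genes of Fig 2D were lower in *ZMIZ1* siRNA treated cells with an adjusted p below 0.05 from limma with Benjamini-Hochberg adjustment, with a median log2 fold change of -0.46. In 13 of them the libraries of the groups did not overlap, the exception being *NFIB*. *FGFR1* went from 7812 ± 63.5 (SD, n = 3) to 5591 ± 476 (SD, n = 3) normalized counts. *YAP1* had the smallest change, from 5847 ± 121 (SD, n = 3) to 4955 ± 279.8 (SD, n = 3). It fell short of the threshold in 1 of 13 alternatives with all libraries and in 4 of 6 fits that left out one library, with a highest limma adjusted p of 0.103, and *NFIB* in 2 of 13 alternatives with all libraries and in 3 of 6 fits that left out one library, with 0.171. Blocking by replicate number left 14 past the threshold. Without the block, adjustment over this list alone also left 14 past it, which is no separate check, since the authors chose the list on these data. With each library left out in turn, between 7 and 14 of the 14 passed the threshold. Of the 14, 9 are also among the migration genes. In the same libraries *MKI67* and the Seurat lists of S and G2/M phase genes were not lower. *MKI67* had a log2 fold change of 0.27 (limma, adjusted p = 0.603), and the lists had medians of 0.22 and 0.41. These rises were largest in *ZMIZ1* siRNA replicate 3, and without it *MKI67* was at -0.13. The 14 genes therefore do not by themselves show that fewer cells divided.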

Subsequently, we performed a scratch assay and used Ki67 as a proliferation marker to investigate the effect of Zmiz1 on LEC proliferation. We observed a significant decrease in Ki67 positive cells in both scratch and non-scratch regions upon Zmiz1 knockdown in HDLECs (Fig 2H–2J). Therefore, to determine whether Zmiz1 could affect cell migration, independent of changes to proliferation, HDLECs were treated with the DNA synthesis inhibitor cytosine β-D-arabinofuranoside; a similar number of Ki67 positive cells were detected in both control and *ZMIZ1* siRNA treated HDLECs (S4 Fig). Examination of wound healing under the same conditions demonstrated that HDLECs treated with *ZMIZ1* siRNA displayed significant reductions in wound closure and cell migration rates when compared to control cells (Fig 2K–2M). Overall, these findings showed that loss of Zmiz1 negatively affects LEC proliferation and migration and are consistent with previous Zmiz1 studies in T-cells [4,18], melanocytes [33] and osteosarcoma [12].

### Zmiz1 modulates chromatin accessibility in LECs

Previous studies suggested that Zmiz1 also functions as a chromatin remodeler through the SWI/SNF complex [5]. To assess if Zmiz1 regulates chromatin accessibility in LECs, we performed Assay for Transposase-Accessible Chromatin with high-throughput sequencing (ATAC-Seq) on control and *ZMIZ1* siRNA treated HDLECs (Fig 3A). Initial ATAC-seq analysis of the combined data sets showed that the majority of sequencing peaks were distributed in intergenic and intronic regions, while few were seen in promotor and exon regions (Fig 3B). However, in the peak subset corresponding to promoters, a reduction in signal intensity near the Transcription Start Site (TSS) was observed in *ZMIZ1* siRNA treated LECs compared to control cells (Fig 3C). Analysis of differential accessibility regions (DARs) identified 3639 and 1808 genes with reduced or increased chromatin accessibility, respectively, in ZMIZ1 deficient HDLECs (Fig 3D). In addition, the top enriched motifs pulled from DARs included HOX2A, GATA3, CUP9, ZEB1, FOXO1, SMAD3, and AR (Fig 3E) and implicated these factors as lymphatic Zmiz1 co-regulators. Integration of the RNA-seq and ATAC-seq datasets revealed genes likely to be influenced directly by Zmiz1: evaluation of downregulated DEGs and downDARs (decreased accessibility) showed 170 overlapping genes, while only 16 genes with overlapping upregulated DEGs and upDARs (increased accessibility) were identified (Fig 3F), suggesting a transcriptional activating role for Zmiz1. GO analysis of these overlapping genes indicated enrichment in several biological processes, with highest enrichment associated with lymph vessel development (Fig 3G).

**Fig 3:**
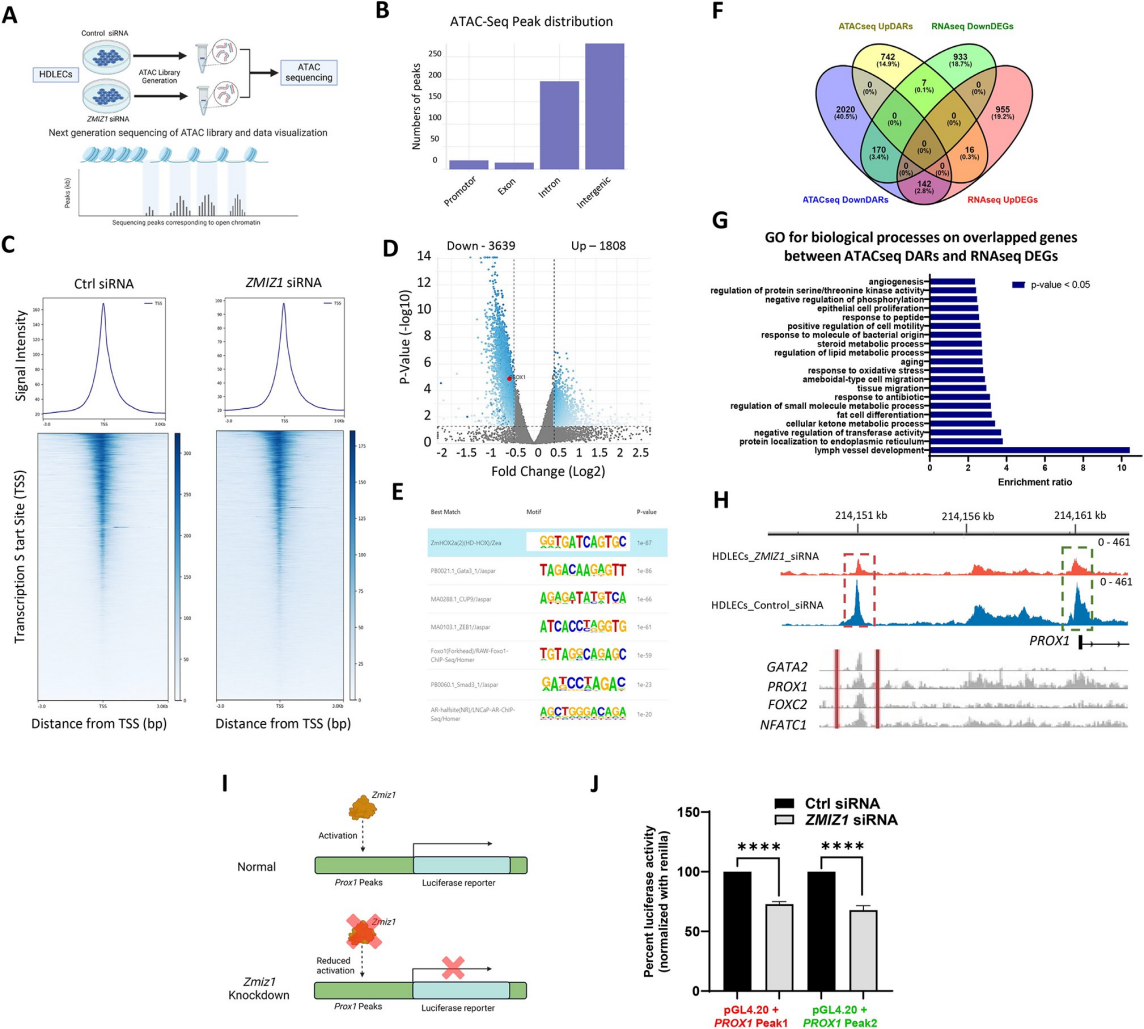
Zmiz1 facilitates chromatin accessibility in LECs. (A) ATAC sequencing experimental paradigm on HDLECs treated with control and *ZMIZ1* siRNA. (B) Genomic distribution of ATAC-seq peaks. (C) Heatmap depicting the ATAC-seq profile around protein coding transcription start sites (TSS). (D) Volcano plot of differentially accessible regions (DAR) between *ZMIZ1* and control siRNA HDLECs. *PROX1* is highlighted in red. (E) Top enriched motif sequences. (F) Venn diagram depicting gene overlap among ATAC-seq downDARs and upDARs, and RNA-seq down and upregulated DEGs. (G) GO for biological process in overlapped genes between ATAC-seq DARs and RNA-seq DEGs. (H) Representative ATAC-seq tracks on the human *PROX1* gene. ATAC-seq peaks for *ZMIZ1* (orange) and control (blue) siRNA HDLECs. Red dotted box, Prox1 enhancer; green dotted box, Prox1 promoter. ChIP-seq peaks for GATA2, PROX1, FOXC2, and NFATC1 in the *PROX1* enhancer are depicted in grayscale. I) Schematic of luciferase reporter assay for testing activity of *PROX1* ATAC-seq peaks. J) Percent luciferase activity in control and *ZMIZ1* siRNA treated HEK-293T cells showing reduction of luciferase upon loss of Zmiz1 (Peak 1, red dotted box; and Peak 2, green dotted box depicted in H).

Notably, in the absence of Zmiz1, Prox1 is one of the factors associated with the lymph vessel developmental GO term (Fig 1G) and identified among the 170 genes that exhibited reduced expression in the RNA-seq data and contained downDARs in the ATAC-seq data (Fig 3D and 3F). Closer analysis of accessible chromatin sites revealed open chromatin localized at intergenic and promoter regions of *PROX1* were significantly less accessible following *Zmiz1* depletion (Fig 3H). The upstream intergenic peak was recently identified as an evolutionary conserved Prox1 enhancer bound by key lymphatic endothelial transcriptional regulators such as GATA2, PROX1, FOXC2, and NFATC1 [34] (Fig 3H). Furthermore, we observed a reduction in open chromatin accessibility in multiple downregulated lymph vessel development genes upon Zmiz1 knockdown, including FLT4, NR2F2, FOXC2, EFNB2, and VASH1 (S5A Fig); qPCR analysis of ZMIZ1 siRNA treated HDLECS further confirmed decreased expression of several important lymphatic development genes, such as *EFNB2*, *COUPTFII*, *FLT4* and *FOXC2* (S5B–S5D Fig). In addition, we performed luciferase reporter assays to validate the regulation of *PROX1* by ZMIZ1 via these two specific DNA regions (Fig 3I). Accordingly, we observed significant decreases in luciferase expression in *ZMIZ1* siRNA treated HEK-293T cells compared to control siRNA treated cells (Fig 3J). Control experiments verified ZMIZ1 presence in the nucleus of HEK-293T cells and that in comparison to control siRNA, ZMIZ1 siRNA led to significant reduction in expression of both *ZMIZ1* and *PROX1* mRNA (S6 Fig). Overall, the ATAC-seq findings indicated Zmiz1 regulates gene expression by binding to genomic regulatory regions, largely residing in areas typical of enhancers, and influencing chromatin accessibility.

### Zmiz1 regulates Prox1 expression *in vitro* and *in vivo*

Because Prox1 is crucial for proper LEC specification and lymphatic vessel development [35], it was important to confirm the validity of our RNA-seq data showing decreased *PROX1* in *ZMIZ1* depleted HDLECs (Fig 1G). Using siRNA mediated knockdown, western blot (Fig 4A and 4B) and quantitative PCR (qPCR) (Fig 4C) analyses confirmed significant reduction of Prox1 protein and mRNA, respectively, in *ZMIZ1* siRNA treated cells compared to controls. Moreover, we analyzed apoptosis in the same *in vitro* settings and validated that the reduction in Prox1 expression was not associated with an increase in cell death of LECs subjected to *ZMIZ1* siRNA (S7A and S7B Fig).

**Fig 4:**
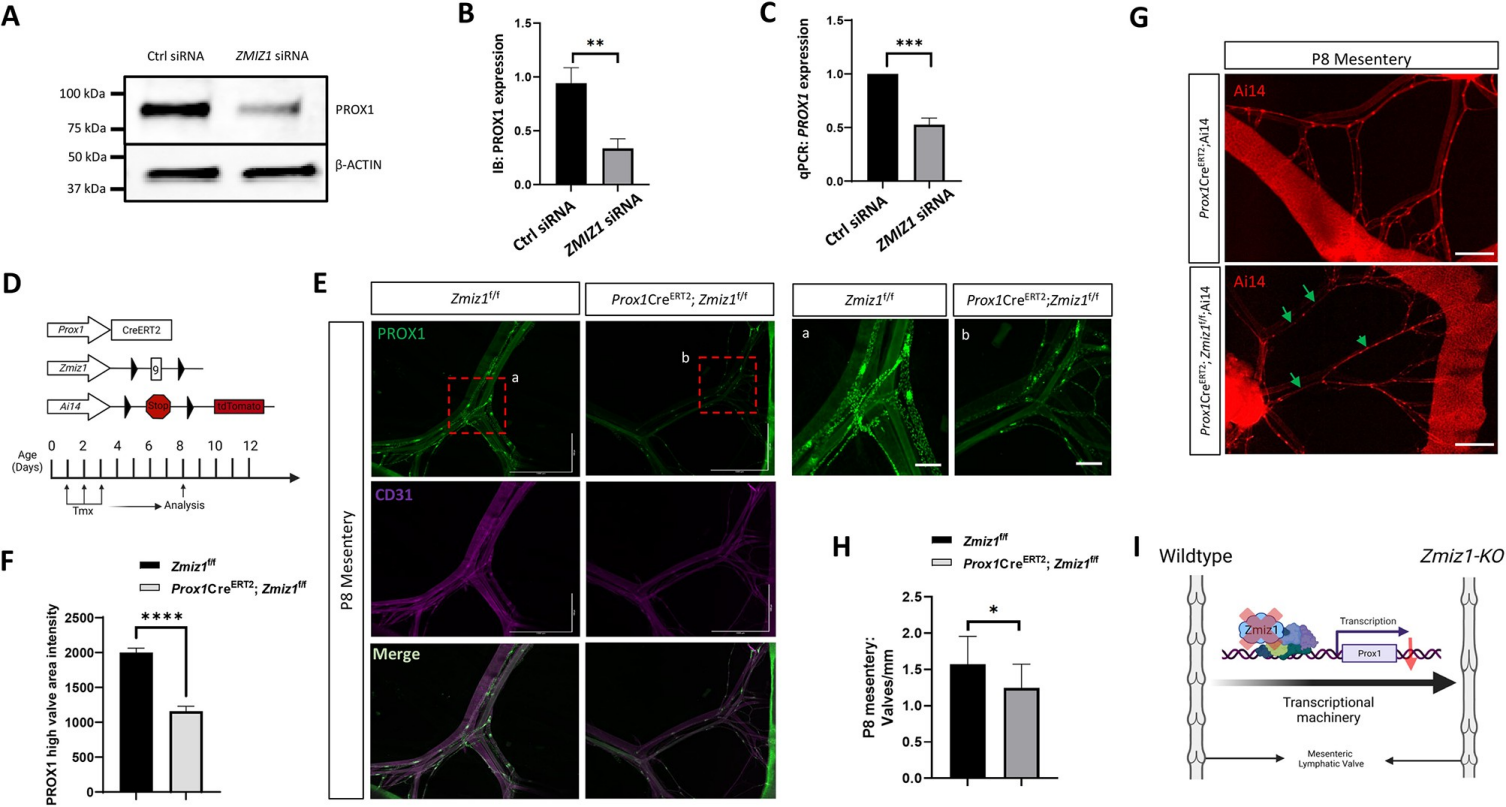
Zmiz1 regulates Prox1 expression and genetic deletion of *Zmiz1* results in decreased valve number. (A) Western blot analysis for PROX1 on control and *ZMIZ1* siRNA HDLECs. (B) Densitometric quantification of (A). (C) qPCR analysis for PROX1 expression levels in control and *ZMIZ1* siRNA HDLECs. *n* = 3–5 for each experimental sample. (D) Graphical representation of Cre-LoxP system components and tamoxifen injection procedure for postnatal deletion of *Zmiz1*. (E) Wholemount immunostaining of PROX1 (green) and CD31 (magenta) in *Zmiz1* wild type and mutant postnatal day (P) 8 mesentery indicating reduction in PROX1 expression. Scale bars: 1000 μm (B), 200 μm (a, b). (F) PROX1 high valve area intensity quantification in wild type and *Zmiz1*-KO mesentery. (G) Fluorescence imaging of the morphology of the P8 mesenteric lymphatic vasculature indicated by RFP expression. No significant differences in lymphatic vessel diameters were observed between Zmiz1 wild type and mutant mice. Abnormal RFP positive valve arrangements are represented by green arrows. Scale bars: 1000 μm. (H) Valves per millimeter from wild type and *Zmiz1*-KO P8 mesentery. (I) A schematic representation of ZMIZ1 regulation on PROX1 and lymphatic mesenteric valve organization. At least three controls and 3 knockout mesenteries were used in each analysis, n = 3–5. All values are mean ± SEM. **P <0.01, ***P < 0.001, ****P < 0.0001 calculated by unpaired Student’s t test.

To corroborate Prox1 downregulation upon loss of Zmiz1 *in vivo*, we generated inducible, lymphatic EC-specific conditional *Zmiz1* knockout mice by breeding *Zmiz1*-floxed [4] and *Prox1-Cre*^*ERT2*^ [20] mouse lines. *Prox1-Cre*^*ERT2*^*;Zmiz1*^*f/f*^ mice undergoing gene deletion were referred to as *Zmiz1-KO* mice, while *Zmiz1*^f/f^ mice lacking *Prox1-Cre*^*ERT2*^ were used as control mice. The lymphatic vasculature was further visualized by incorporating the *Rosa26*-Ai14 reporter [21]. Cre-mediated recombination of *Zmiz1* was induced by administrating Tamoxifen orally at Postnatal day (P)1, 2, and 3 and investigating Prox1 expression in the lymphatic vessels of the mesentery at P8 (experimental paradigm illustrated in Fig 4D). Immunofluorescent antibody staining experiments demonstrated a significant reduction in PROX1 levels in *Zmiz1-KO* mice compared to *Zmiz1*^f/f^ mice that were readily visible in mesenteric LECs and as quantified by fluorescent intensity (Fig 4E and 4F). Thus, similar to the *in vitro* data, expression of Prox1 is substantially reduced in *Zmiz1* deficient LECs *in vivo*.

### Loss of Zmiz1 leads to reduction in mesenteric valve number

It is known that specified LECs in valve forming regions are high in PROX1 and that PROX1 dosage is critical for the formation of lymphovenous valves [1,36]. Investigating further, we analyzed the morphological structure of mesenteric lymphatic vessels and valves at P8 and P20. In *Zmiz1*-KO mice, the mesenteric vessels appeared normal but collecting lymphatic vessels had significantly fewer valves per millimeter than controls (Figs 4G, 4H and S8). Next, we tested the forward flow of lymph fluid, which is often impaired upon lymphatic valve defects. We fed fluorescent lipid, BODIPY FL C_16,_ which is selectively absorbed by the collecting lymphatic vessels draining the intestine (S9A Fig). There was no obvious difference in florescent lipid uptake after 3 hours between *Zmiz1-KO* and control mesenteric collecting lymphatic vessels (S9B Fig) suggesting that these vessels have normal forward lymph flow. In addition to the mesentery, we examined the lymphatic vessels of the ears via VEGFR3 immunofluorescent antibody staining; no notable differences in lymphatic density or valve number, arrangement or structure between control and mutant P8 neonates were identified (S10 Fig).

Interestingly, our RNA-seq data indicated reduced expression of genes associated with the GO term for heart valve development (Fig 1I) and reduced valve formation has been linked to lymphatic defects like edema [37,38]. 

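In the heart valve development list, *TNFRSF1B* had the smallest adjusted p. It went from 792 ± 59.3 (SD, n = 3) to 439 ± 19.1 (SD, n = 3) normalized counts, a log2 fold change of -0.85 (adjusted p = 0.000343 from limma with Benjamini-Hochberg adjustment). *HEY1*, a Notch target, went from 3477 ± 34.7 (SD, n = 3) to 2359.7 ± 440.0 (SD, n = 3), and *SNAI2* from 1744 ± 187 (SD, n = 3) to 1176 ± 217 (SD, n = 3). *PRDM1* had the largest fold change, -1.23 on the log2 scale, but its libraries overlapped, with 172 normalized counts in one control library and 186 in one *ZMIZ1* siRNA library (adjusted p = 0.0480 in limma). *ADAMTS9*, whose exons overlap those of *ADAMTS9-AS1*, was lower in each *ZMIZ1* siRNA library but varied more between them (limma, adjusted p = 0.0810). Under the replicate block, adjusted p in limma was 0.000652 for *TNFRSF1B*, 0.00180 for *PRDM1* and 0.0184 for *ADAMTS9*. *PRDM1* fell short of the threshold in 5 of 13 alternatives with all libraries and in 5 of 6 fits that left out one library, with a highest limma adjusted p of 0.157. For *SNAI2* this was so in 1 of 13 alternatives with all libraries and in 2 of 6 fits that left out one library (highest 0.0787 in limma), and for *HEY1* in 1 of 13 alternatives with all libraries and in 0 of 6 fits that left out one library (0.0615 in limma).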

To determine if *Zmiz1* deletion leads to lymphatic defects such as edema, we performed early deletion of *Zmiz1* at Embryonic day (E) 10.5 when LECs are specified and examined embryos at E14.5 (S11A Fig). There were no gross morphological abnormalities in the overall embryo structure, and no edema or lymph fluid leakage was observed in the abdomen (S11B Fig). Further analysis of the mesentery showed no clear changes in lymphatic vessel morphology or in expression of PROX1 and VEGFR3 (S11C Fig). In summary, we observed significant alterations in postnatal mesenteric lymphatic valve number after *Zmiz1* deletion (graphically summarized in Fig 4I), but this abnormality did not impair lipid uptake and there were no significant embryonic changes in lymphatic valve number or lymphatic-associated defects like edema or, chylous ascite.

## Discussion

The role of Zmiz1 in lymphatic endothelial cells and lymphatic development is unknown [4–6,8,18]. In this study, we utilized an inducible *Prox1*-*Cre*^ERT2^ mouse model to investigate the effects of Zmiz1 loss of function *in vivo*, as well as using siRNA knockdown of *ZMIZ1 in vitro* in HDLECs. Our transcriptional profiling of HDLECs with Zmiz1 knockdown revealed impaired expression of migration, proliferation, and lymphatic vessel development genes, with a significant reduction in the expression of *PROX1*—a master regulator of lymphatic vasculature development (Figs 1 and 2). We also found that Zmiz1 facilitates chromatin accessibility in *PROX1* genomic regulatory regions to regulate its expression. Furthermore, our mouse model showed a significant reduction in mesenteric lymphatic vessel valves upon Zmiz1 ablation (Fig 4). These findings suggest a potential role for Zmiz1 in lymphatic development, warranting further investigation.

Proliferation and migration of LECs are critical for lymphatic vessel growth and remodeling during developmental and pathological conditions, where disruption is implicated in wound healing, inflammation, immune responses, and cancer [39]. Downregulated genes for cell migration and proliferation in LECs include common genes such as *PROX1*, *DLL4*, *FLT1*, *BMP2*, *NR2F2*, *FOXC2*, *TGFβ1*, *FLT4*, and *EFNB2* (Fig 2B–2D). These genes are known to induce molecular changes that stimulate LEC migration and proliferation [40–42]. In addition, downregulated cell leading edge genes modify cytoskeletal dynamic at the tip cells or leading edge cells, which also plays a critical role in cell migration [43]. 

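All 9 genes named were lower in *ZMIZ1* siRNA treated cells. In the heat maps as read here, *FOXC2* is among the migration genes and *FLT1* and *BMP2* among the proliferation genes, and 9 genes stand in both. *BMP2* went from 1936 ± 97.8 (SD, n = 3) to 1246 ± 107 (SD, n = 3) normalized counts, a log2 fold change of -0.64 (adjusted p = 0.000746 from limma with Benjamini-Hochberg adjustment, or 0.000695 with the replicate block). *FLT1*, the gene for VEGFR1, went from 7718 ± 696 (SD, n = 3) to 5970.2 ± 504 (SD, n = 3), and *DLL4* from 4314 ± 335 (SD, n = 3) to 3202 ± 198 (SD, n = 3). *FLT1* fell short of the threshold in 1 of 13 alternatives with all libraries and in 3 of 6 fits that left out one library (highest limma adjusted p 0.0768).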

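Genes of 3 guidance families, set by symbol before the data were examined, were compared. Of 16 Notch ligands, receptors and targets, 2 were higher and 2 lower at an adjusted p below 0.05 from limma with Benjamini-Hochberg adjustment. *JAG2* rose from 1728 ± 109 (SD, n = 3) to 2768 ± 373 (SD, n = 3) normalized counts and *HES4* also rose, whereas *DLL4* and *HEY1* were lower. *NOTCH1* was at 15307 ± 728 (SD, n = 3) and 14348 ± 1538 (SD, n = 3), a difference within the spread of the libraries (limma, adjusted p = 0.487, or 0.465 with the replicate block). Of 9 Slit, Robo and related genes, *ROBO4* was higher, with a log2 fold change of 0.59, and *ROBO3* lower, with -0.70, though *ROBO3* fell short of the threshold in 1 of 13 alternatives with all libraries and in 3 of 6 fits that left out one library (highest limma adjusted p 0.110). Of 29 semaphorin, plexin and neuropilin genes, 5 were higher and 5 lower. *SEMA3F* rose from 2911 ± 93.5 (SD, n = 3) to 5338 ± 269 (SD, n = 3) and *SEMA3G* dropped from 7641 ± 516 (SD, n = 3) to 3106 ± 354 (SD, n = 3) normalized counts. Limma's camera looks for a shift of a family in one direction, so it cannot rule out changes in both directions. None of the families shifted in one direction in camera (adjusted p = 0.818 for Notch, 0.764 for Slit-Robo and 0.561 for semaphorins). Under the replicate block these were 0.745, 0.639 and 0.639 in camera, and the numbers of genes past the threshold in each direction were as without it. Adjusted over each family alone, 2 Notch genes were higher and 2 lower, and 8 semaphorin family genes higher and 5 lower.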

Selection and migration of endothelial tip cells are mediated through Notch-Vegfr, Slit-Robo, and Semaphorin pathways [44], which were affected upon loss of Zmiz1 (Figs 1D, 1F and S3). Notch1-Dll4 signaling is also critical for tip cell leader migration [45]. On the other hand, cellular proliferation is mediated through factors such as cyclins, which are controlled by different signals, including Notch, STAT3, and by E3 ligases [46,47]. Interestingly, Zmiz1 is a member of Protein Inhibitor of Activated STAT (PIAS) implicated in STAT pathway and it acts as a Notch1 co-activator [18] and E3 SUMO ligase [15], suggesting that it may potentially regulate proliferation through Notch and E3 ligase activity. Thus, our transcriptomic analyses strongly implicated Zmiz1 in cell migration and proliferation regulation, which was further substantiated by the *in vitro* HDLEC studies showing that Zmiz1 knockdown leads to defective cell migration and proliferation activity.

Gene expression profiles can provide insight into potential gene functions within specific cell types. Zmiz1 is highly expressed in different subtypes of LECs, indicating a potential role for Zmiz1 in these cells. RNA-Seq analysis revealed that loss of Zmiz1 in LECs led to downregulation of lymphatic vessel development genes, including *PROX1*, *FLT4*, *FOXC2*, *NR2F2* and *EFNB2*. These genes are major players in LEC specification, maturation, and valve morphogenesis. We further demonstrated that Zmiz1 potentially regulates Prox1 expression both *in vivo* and *in vitro*. Prox1 is critical for the development of the murine lymphatic system, mainly LEC specification and lymphatic valve morphogenesis through the transcriptional network of Sox18/Coup-TFII and Gata2/Foxc2/Nfatc2 [35,48,49]. Prox1 acts in a dosage dependent manner to regulate formation of lymph venous valve and control specialization of lymphatic valve territory and postnatal maintenance [36,50]. Accordingly, we characterized a significant reduction in mesenteric lymphatic vessel valve density in *Zmiz1*-KO mice (Fig 4G and 4H). We also observed a reduction in cardiac valve development genes with unknown roles in lymphatic valve development that may provide future lines of study (Fig 1I), as these genes are important for valvulogenesis and their dysregulation can lead to valve malformation or pathogenesis in the heart [51,52]. Moreover, development of functional cardiac lymphatic vessels requires Prox1 for LEC specification, budding and transmigration [53] and brings about the possibility of Zmiz1-regulated valvulogenesis in the heart. Subsequently, the reduction in expression of Prox1 and other valve related genes may contribute to the decrease in mesenteric lymphatic vessel valve density observed upon loss of Zmiz1.

Phenotypically, however, *Zmiz1*-KO mice did not display severe lymphatic vessel defects, which could be attributed to Zmiz1 acting as a modulator to maintain gene expression of Prox1 and relevant genes in LECs. Indeed, in support of this notion, we found that PROX1 expression appeared unchanged in the mesenteric lymphatic vessels of E14.5 Zmiz1-KO embryos (S11 Fig). Nevertheless, it was surprising that changes in expression of numerous genes with fundamental roles in lymphatic vessel development do not result in more extensive phenotypes. One possible explanation is that Zmiz2 is compensating in some manner for the loss of Zmiz1; based on our survey of single cell sequencing databases, Zmiz2 is also expressed in the various subtypes of lymphatic ECs. Other potential explanations may derive from our transcriptomic data obtained in HDLECs. For instance, several pro-angiogenic genes, such as transforming growth factor-β (TGF-β) and kruppel-like factor 4 (KLF4) were elevated and may compensate for the Zmiz1-associated defects. 

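The genes for the TGF-β ligands changed in different directions. *TGFB1* was lower, from 9369 ± 442 (SD, n = 3) to 7351 ± 272 (SD, n = 3) normalized counts, a log2 fold change of -0.35 (adjusted p = 0.00409 from limma with Benjamini-Hochberg adjustment). *TGFB2* was higher, from 1505 ± 185 (SD, n = 3) to 2761 ± 111 (SD, n = 3), a log2 fold change of 0.88 (limma, adjusted p = 0.000288), and its exons overlap those of *TGFB2-AS1* and *TGFB2-OT1*. *TGFB3* did not differ beyond the spread of the libraries, with 501 ± 25.0 (SD, n = 3) and 491 ± 129.5 (SD, n = 3) normalized counts (limma, adjusted p = 0.847). *KLF4*, on chromosome 9 from 110247133 to 110252763 (GRCh37), rose from 461 ± 11.7 (SD, n = 3) to 864 ± 106 (SD, n = 3), a log2 fold change of 0.90 (limma, adjusted p = 0.000499). Blocked by replicate number, adjusted p in limma was 0.00949 for *TGFB1*, 0.000402 for *TGFB2*, 0.829 for *TGFB3* and 0.000647 for *KLF4*.

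**Figure D3:**
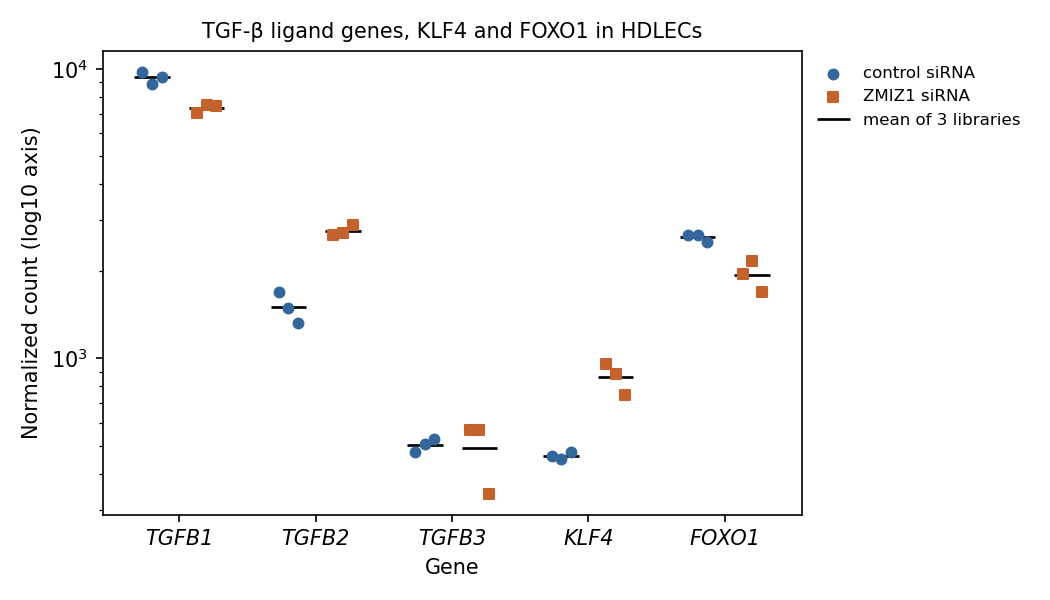
Normalized counts on a log10 axis of the TGF-β ligand genes, *KLF4* and *FOXO1* in 3 control siRNA libraries (circles) and 3 *ZMIZ1* siRNA libraries (squares), with lines at the means. Squares lie above circles for *TGFB2* and *KLF4*, below them for *TGFB1* and *FOXO1*, and on both sides of them for *TGFB3*.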

TGF-β signaling maintains the structure of lymphatic vessels and lymphatic homeostasis such that TGF-β signaling reduction resulted in abnormal lymphatic vessel structure, lymphatic vessels network, lymphatic drainage, and affects lymph angiogenesis [54,55]. KLF4 is well known for its regulation of angiogenesis. In lymphatics, *Klf4* deletion resulted in defective lymphatic vessels, branching morphogenesis and decreased lymphatic density [56] and is a valve forming gene [57]. Intriguingly, FOXO1 is significantly downregulated in Zmiz1 deficient HDLECs; FOXO1 is a repressor of lymphatic mesenteric valves and *FoxO1* knockout mice exhibited increased mesenteric lymphatic vessels and valve numbers [57,58]. 

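*FOXO1*, on chromosome 13 from 41129804 to 41240778 (GRCh37), was at 2622 ± 86.4 normalized counts (SD, n = 3) in control cells and at 1944 ± 241 (SD, n = 3) in *ZMIZ1* siRNA treated cells. Its log2 fold change was -0.44 (standard error 0.087, adjusted p = 0.00903 from limma with Benjamini-Hochberg adjustment, or 0.00381 with the replicate block). Without limma's mean-variance trend, a setting chosen after the data were seen, the adjusted p was 0.0520.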

Increased expression of FoxO1 might counterbalance the valve defects induced by loss of Zmiz1. Another possible reason could stem from differences in the *in vivo* and *in vitro* settings. For instance, perhaps the robust gene expression alterations seen in HDLECs are less pronounced and encompassing *in vivo*. A similar transcriptomic evaluation of LECs from *Zmiz1*-KO mice would provide a clearer correlation to the *in vitro* findings and is therefore an important future step to better understand the transcriptional impact of Zmiz1 on the lymphatic vasculature.

Transcription factors and cofactors play a crucial role in regulating gene expression and controlling the transcriptional program essential for cell specification and differentiation. Previous studies identified Zmiz1 as a transcriptional coactivator for several transcription factors, including p53, androgen receptor (AR), Smad3/4, and notch1. Intriguingly, analysis of our ATAC-seq data implicated MOTIFs for AR and SMAD3, suggesting a similar transcriptional regulatory relationship with Zmiz1 in controlling LEC gene expression. Additional MOTIFs, such as HOX2A, GATA3, CUP9, ZEB1 and FOXO1 point to novel Zmiz1 co-regulators, reflecting a need to explore these potential dynamic partnerships in LECs. At another level of gene regulation, chromatin remodelers fine tune the activity of transcriptional regulators by modulating chromatin accessibility. In this study, ATAC-seq analysis revealed a significant loss of open chromatin in a *PROX1* enhancer and its promoter in response to loss of Zmiz1. Given that Zmiz1 has been shown to transiently cooperate with BRG1 (SMARCA4) and BAF57 of the chromatin remodeling complex SWI/SNF [5], and that Zmiz2 has been shown to interact with SWI/SNF [59], it is possible that Zmiz1 acts as a chromatin remodeler to drive expression of Prox1 and other genes. The epigenetic regulator BRG1 is known to play a crucial role in the activation of Coup-TFII and Lyve1 during lymphangiogenesis [35]. Therefore, our findings suggest that Zmiz1 may play a critical role in regulating lymphatic development through its involvement in chromatin remodeling to affect gene expression.

Another perspective of studying Zmiz1 and Prox1 regulation lies in their multifunctionality in various tissues. While Zmiz1 is well studied in relation to Notch pathways and regulation of T-cell development [4], Prox1 has been extensively studied in its functional and molecular role in lymphatic vasculature development as well as its implication in the differentiation of myoblasts by interacting with NFAT and Notch pathways [60]. Notch and p53 are common pathways distorted in various cancers, and Zmiz1 and Prox1 are both implicated in tumorigenesis. Specifically, Prox1 dysregulation is linked to breast cancer progression and metastasis [61] and glioblastoma invasion [62], while Zmiz1 is associated with breast cancer and prostate cancer [19]. Recent case studies have also revealed Zmiz1 variants as a cause for various syndromic neurodevelopmental disorders [15–17,63] and risk factors for autism spectrum disorder [64]. Neurodevelopmental disorders such as intellectual disability, autism, and learning difficulties are often linked with impairment in hippocampus dependent learning and memory [65,66]. The hippocampus, particularly the dentate gyrus, plays a key role in learning and memory and is an important place for adult neurogenesis. Prox1 is abundantly expressed in dentate gyrus, and it specifies and regulates granule cell identity and maturation [67,68], and is important for morphogenesis and differentiation of the dentate granule neuron subtypes [69]. Therefore, with respect to Prox1 and beyond, examining the role of Zmiz1 in hippocampal neurogenesis and subsequent neural identity specification, connectivity, and pathological association with neurological and psychiatric disorders may provide new insights into this important topic.

In conclusion, this study highlights the novel role of Zmiz1 in regulating lymphatic development genes in LECs, with a focus on the regulation of Prox1. Our findings suggest that Zmiz1 potentially remodels chromatin accessibility at Prox1 genomic loci. This study provides the first evidence, to our knowledge, of an association between Zmiz1 and Prox1, a gene that plays a critical role in establishing a functional lymphatic vascular network. Additionally, our results suggest that Zmiz1 may have a role in valvulogenesis, cell migration and proliferation, and other cellular processes, indicating the need to further delineate the potential multifunctionality of Zmiz1, especially *in vivo*.

## Supporting information

S1 Fig Zmiz1 expression comparison in mouse and human lymph node. (A, C) Single cell UMAP of human (A) and mouse (C) lymph node lymphatic endothelial cells (LEC) subtypes. (B, D) Zmiz1 expression in distinct LEC subtypes in human (B) and mouse (D) lymph node. Adapted from https://cellxgene.cziscience.com/collections/9c8808ce-1138-4dbe-818c-171cff10e650 [29].
(TIF)

S2 Fig ZMIZ1 siRNA treated HDLECs exhibit depleted expression of *Zmiz1*. (A) qPCR analysis and (B) immunofluorescent antibody staining for ZMIZ1 confirms loss of Zmiz1 expression in HDLECs treated with ZMIZ1 siRNA, as compared to control siRNA treatments (n = 3). All values are mean ± SEM. ***P < 0.001 calculated by unpaired Student’s t test.
(TIF)

S3 Fig Gene ontology (GO) analysis of differentially expressed genes in *ZMIZ1* siRNA HDLECs compared to control. (A-B) Top biological processes (A) and KEGG pathway (B) enriched in both upregulated and downregulated genes following loss of Zmiz1 in HDLECs. (C) Top biological processes enriched in upregulated genes following loss of Zmiz1 in HDLECs. p-value <0.05.
(TIF)

S4 Fig Proliferation inhibition in wound healing assay. (A) Proliferation inhibition using Cytosine β-D-arabinofuranoside for 3 hours in HDLECs treated with ctrl and *ZMIZ1* siRNA. DAPI (blue), Ki67(green). (B) Quantification for Ki67 positive (+ve) cells/DAPI (10X field) show no difference in rate of proliferation (n = 3). All values mean ± SEM. Scale bars: 100 μm. ns–not significant, calculated by unpaired Student’s t test.
(TIF)

S5 Fig Reduced chromatin accessibility in lymph vessel development genes. (A) ATAC-seq peaks for *FLT4*, *NR2F2*, *FOXC2*, *EFNB2*, and *VASH1* in control and *ZMIZ1* siRNA treated HDLECs. ATAC-seq peaks are colored blue (control (Ctrl) HDLECs) and orange (*ZMIZ1* siRNA HDLECs). (B) qPCR analysis of control and *ZMIZ1* siRNA treated HDLECs confirm reduced expression of lymphatic development genes *EFNB2*, *COUPTFII*, *FLT4* and *FOXC2* in the absence of Zmiz1 (n = 3). (C-D) qPCR analysis of *ZMIZ1*, *PROX1*, *EFNB2*, *FLT4*, *COUPTFII*, and *FOXC2* using two different individual *Zmiz1* siRNAs from B (n = 3). All values are mean ± SEM. *P <0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001 calculated by unpaired Student’s t test.
(TIF)

S6 Fig Confirmation of ZMIZ1 expression and downregulation in HEK-293T cells. (A) HEK-293T cells fluorescently immunolabeled for ZMIZ1 (red) and DAPI (blue) showed nuclear expression of ZMIZ1. Scale bars: 20 μm (B) qPCR analysis of control and *ZMIZ1* siRNA treated HEK-293T cells confirm significant downregulation of both *ZMIZ1* and *PROX1* mRNAs. n = 3. All values are mean ± SEM. ***P < 0.001 calculated by unpaired Student’s t test.
(TIF)

S7 Fig Loss of Zmiz1 is not associated with apoptosis in LECs. (A) HDLECs treated with Staurosporine, an inducer of cell death, and stained with the apoptotic marker cleaved caspase 3 (CCASP3) serve as a positive control. (B) HDLECS treated with control and ZMIZ1 siRNAs and immunofluorescently labeled for DAPI (blue), CCASP3 (green) and KI67(green). No apoptotic cells were observed in either treatment. n = 3; scale bars: 50 μm.
(TIF)

S8 Fig Genetic deletion of *Zmiz1* results in decreased valve number at P20. (A) Fluorescence imaging of the morphology of postnatal day (P) 20 mesenteric lymphatic vasculature indicated by RFP expression in *Prox1*CreERT2;Ai14 control and *Prox1*CreERT2;*Zmiz1*^f/f^;Ai14 mutant mice. Abnormal RFP positive valve arrangements are represented by green arrows. No significant differences in lymphatic vessel diameters were observed between Zmiz1 wild type and mutant mice. Scale bars: 1 mm. Three control and Zmiz1 knockout mesenteries were used.
(TIF)

S9 Fig Postnatal deletion of *Zmiz1* in LECs does not impair lymph flow. (A) Schematic illustration of postnatal lymph flow test using BODIPY FLC16 dye. (B) Fluorescence images of P8 mesenteric lymphatic vessels in *Zmiz1*-KO pups indicate that lymph flow is not impaired after the deletion of Zmiz1, as BODIPY FLC16 dye was similarly present throughout the mesenteric lymphatic vessels of control mice (n = 3–5). Scale bars: 5 mm.
(TIF)

S10 Fig Ear lymphatic vasculature in *Zmiz1* deficient mice is unaltered. (A) Wholemount immunostaining of VEGFR3 (green) in *Zmiz1* wild type and mutant postnatal day (P) 8 ears. No obvious differences in the lymphatic organization, density and valves were noted. Scale bars: 1000 μm. Three control and knockout mice each were examined.
(TIF)

S11 Fig Embryonic deletion of *Zmiz1* in LECs does not lead to edema or changes in early PROX1 expression. (A) Tamoxifen schedule used for embryonic deletion of Zmiz1. Tmx, tamoxifen. (B) E14.5 control and *Zmiz1*-KO embryos. No edema was observed at E14.5 (n = 3–5; scale bars: 2 mm). (C) E14.5 control and *Zmiz1*-KO mesentery immunolabeled for PROX1 (green) and VEGFR3 (red). No differences in PROX1 and VEGFR3 expression or lymphatic vessel morphology were noted (n = 3; scale bars: 1 mm).
(TIF)

S12 Fig Western blot raw images.

S1 Table List of qPCR primer sequence.

How the deposited data were processed for this re-analysis (not part of the article)

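RNA was measured in 6 cultures of human dermal lymphatic endothelial cells, 3 treated with control siRNA and 3 with *ZMIZ1* siRNA at 200 nM for 48 hours. The authors prepared TruSeq RNA v2 libraries, aligned the reads to hg19 with STAR, and quantified and compared genes with the BaseSpace RNA-Seq Differential Expression tool. The paper's text does not name the annotation, the filters, the threshold for its differentially expressed genes, or whether counting used strand. The deposited signal is one normalized count per gene and library, for 27914 gene symbols, 7879 of which are at 0 in every library. The sample labels call these values raw counts, but they are not whole numbers, and the step between low values differs between libraries. All columns of values in the table were used.

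Depth was estimated from the low values. In each library the most frequent value above 0 was taken as the step that 1 counted read is worth, and 87.2% to 89.2% of the values up to 3.5 steps lay within 10% of a step from a whole multiple. Whole reads could not be recovered for nearly all genes, so tests that need read counts were not used. The steps had a geometric mean of 2.00 normalized counts. The median estimated depth was about 14285054 reads in the control siRNA group and 13683962 in the *ZMIZ1* siRNA group. Counting error is largest for the lowest values, which can lie below the filter in single libraries. PCR duplicates were not marked by molecular identifiers, so it covers counting only.

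The comparison planned before the data were examined was a count-based quasi-likelihood test. It could not be used on these values, and limma 3.58.1 in R 4.3.3 took its place, with empirical Bayes moderation and a mean-variance trend on log2(normalized count + 2). Genes with at least 20 normalized counts in at least 3 libraries were tested, and p-values were adjusted by the Benjamini-Hochberg method with a threshold of 0.05. These settings were chosen once the values were seen not to be raw counts and before any comparison was computed. Gene sets were tested with limma's camera at an inter-gene correlation of 0.01. They were 16 sets with at least 5 tested members, made of marker and response lists and gene families written before the data were examined, and of the S and G2/M lists in Seurat 5.3.0. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.

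The procedure was tested on simulated data drawn from the real means and estimated depths with a dispersion of 0.01. Among 14117 simulated genes tested, 139 of 197 changed genes were called, including 94.9% of the 98 with a 2-fold change, and 7 of 146 calls were of unchanged genes. Of 16 simulated sets, the shifted one was called and 0 others were. The simulated genes varied independently of each other, so this could not show how the set test behaves on correlated genes.

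Gene positions, transcript lengths and exon overlaps came from GENCODE release 44 on GRCh37. Of the symbols, 22345 matched directly and 747 through an older symbol, and 96.0% of tested genes had a length. The genes named are those of the figure panels and of the paper's text, the 5 largest rises and 5 largest falls among genes past the threshold with separated libraries and a mean of at least 100 normalized counts, and at most 4 members of each gene set with the smallest adjusted p among those past the threshold, with *MKI67*. Sex chromosome Y genes, *XIST*, and HLA and immunoglobulin genes were left out, because they could describe a donor. One gene the paper names is not reported here. Any other gene named is said to have been chosen after its values were seen.

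Replicate pairing was taken from the replicate numbers in the sample labels, and a fit with replicate number as a block was run beside the main one. The alternatives tried were equal library totals, upper quartile scaling, other filters, the block, a transcript length correction (lowess span 0.3), each library left out, other thresholds, 2 other gene set tests and, added after the data were seen, other pseudocounts, no mean-variance trend, vooma weights, a GC content correction, a rank-based set test and blocked set tests without one replicate number. Chromatin accessibility, qPCR, protein, mouse and published single cell data were not analysed here, and gene ontology and pathway enrichment were not repeated because no such annotation was used here.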

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

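The tests in this part were chosen after the gene set results had been seen, and, for the G2/M list, after the *MKI67* values, but before the result of each test was known. The length correction, the 2 other scalings and the leaving out of each library were set before the data were examined, and the GC correction, the test on ranks and the blocked fits with one replicate number left out after.

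Targets of YAP and TAZ, the effectors of Hippo signalling, were higher as a list in *ZMIZ1* siRNA treated cells. The paper's text does not speak of them, and the terms shown in S3 Fig were not used here. In limma's camera the list of 23 genes had an adjusted p of 1.52e-05 over 16 sets. The median log2 fold change was 0.32, 18 of 23 genes were higher, 11 past the threshold and 0 lower past it (0 lower at an unadjusted p below 0.05), 15 were higher past it when adjusted over the list alone, and the median deviation from the control mean was 0.35, 0.32 and 0.35 in *ZMIZ1* siRNA replicates 1, 2 and 3. The control libraries lay at 0.042, -0.068 and 0.033. Between libraries of the same number the median difference was 0.39, 0.41 and 0.40, with 18 genes higher in each pair. With replicate number as a block the adjusted p was 2.30e-06 and 12 genes were higher past the threshold. *AMOTL2*, *ASAP1*, *MYOF* and *TGFB2* had the smallest adjusted p in the list. *ANKRD1*, *CYR61* and *CTGF*, the last 2 chosen after their values were seen, had log2 fold changes of 2.24, 0.99 and 0.71. *CTGF* fell short of the threshold in 1 of 13 alternatives with all libraries and in 3 of 6 fits that left out one library (highest limma adjusted p 0.0972). *YAP1* itself was lower, with a log2 fold change of -0.24, as was *AMOT*.

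Several technical explanations were tested. With each library left out in turn, the largest adjusted p was 9.38e-05, and with both libraries of each replicate number left out of the blocked fit it was 5.43e-07. Without the block, the adjusted p was 9.34e-06 after the length correction, 2.11e-05 after the GC correction and 0.000332 in the test on ranks. Fold changes were only weakly related across genes to transcript length and GC content (Spearman's rho -0.068 and 0.053; genes are not independent replicates), so these corrections had little to remove. Under the 2 other scalings the adjusted p was at most 1.83e-05, but a scaling moves every gene of a library alike and camera compares the list with the other genes, so this shows no stability. Among the 4 splits of the 6 libraries that part all 3 same-numbered pairs, only the real one reached a p-value of 9.51e-07 in camera. The others gave 0.000974, 0.0235 and 0.233. The other 6 splits part 1 same-numbered pair each and gave 9.97e-06, 0.00384, 0.0165, 0.0710, 0.210 and 0.536. Camera p-values below 0.05 thus also came from splits that mix the treatments. With so few splits the share could not have fallen below 0.05 whatever the values, so the count of splits decides nothing either way. When camera estimated the inter-gene correlation from the data, the adjusted p was 0.768. Over the alternatives with all libraries this was the highest, and the lowest was 4.99e-07. A rise in YAP and TAZ target activity after *ZMIZ1* knockdown is a hypothesis these values may point to. The medians of the groups did not overlap, but so few cultures leave a chance division of them neither shown nor excluded by the splits, and no protein or localisation data were used.

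Genes of the G2/M list were also higher as a list. The paper reports fewer Ki67 positive cells in other cultures, and its text does not speak of this list. Of 54 genes, 51 had a positive log2 fold change, with a median of 0.41 and an adjusted p of 0.000401 in camera (3.58e-09 with replicate number as a block), yet 0 genes were higher past the threshold on their own (1 under upper quartile scaling and 13 with the block). The 1 gene past it, *JPT1*, was lower, with a log2 fold change of -0.42 (limma, adjusted p = 0.00600). At an unadjusted p below 0.05, 8 were higher and 1 lower. The median deviation from the control mean was 0.093 and 0.060 in *ZMIZ1* siRNA replicates 1 and 2 but 1.07 in replicate 3, and -0.023, -0.23 and 0.25 in the controls. Between libraries of the same number the median difference was 0.12, 0.24 and 0.74, with 36, 48 and 52 genes higher. Without the block, leaving out *ZMIZ1* siRNA replicate 3 gave an adjusted p of 0.446. In the blocked fit, the largest adjusted p was 0.00133, with both libraries of number 3 left out. Whether the rise rests on replicate 3 therefore depends on whether the numbers pair the cultures. The labels do not say so, and over all genes the deviations of same-numbered libraries were hardly correlated (mean 0.031), which gives little ground to prefer the blocked fit. Over the alternatives with all libraries the adjusted p ran from 1.63e-09 to 0.866. It was 0.000552 after the length correction, 0.000421 after the GC correction, 8.70e-06 on ranks and at most 0.000663 under the 2 other scalings, which have the limit given above. In 3 of the 4 comparable splits the p-value was as small as in the real one, which is among them, and so it was in 5 of the other 6. A difference between cultures in the share of dividing cells is a candidate explanation, and the rise cannot be told apart from it. *MKI67* was at 3306 normalized counts in replicate 3 and at 1549.5 and 1359 in the other two, against 1614 ± 355 (SD, n = 3) in controls.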

How the results depend on the processing

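Pseudocounts of 0.5 and 8, no mean-variance trend, vooma weights, the GC content correction, the set test on ranks and the blocked set tests without one replicate number were added after the data were seen. The others were set before the data were examined. Of those, the count-based tests with their normalizations and limma-voom were not run, because they need read counts. Median-ratio size factors of the deposited values are 1 for every library, so that scaling cannot move a result.

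The number of differentially expressed genes was 2094. Under equal library totals it was 2080, of which 1991 genes were shared with the same direction, and under upper quartile scaling 2148, with 2034 shared. The share of higher genes was 49.7%, 46.6% and 53.7% in the 3 scalings. With replicate number as a block it was 2150 genes, and 2177 with the length correction added. The mean correlation of same-numbered deviations was 0.031, and it stayed between 0.021 and 0.066 over the alternatives that could change it. Across the fits that each left out one library the count was 1127 to 2559 genes, 550 to 1257 higher and 577 to 1302 lower. At an adjusted p below 0.01 it was 999, 484 higher and 515 lower, and below 0.1 it was 2964. Without the mean-variance trend it was 1345, 651 higher and 694 lower; the cause was not tested. Of the 4 splits of the libraries that part all same-numbered pairs, 1 gave as many genes, the real one. The others gave 0 to 1 genes, and the remaining 6 splits, which part 1 pair each, gave 0 to 3. At an unadjusted p below 0.05, the splits other than the real one gave 146 to 598 genes, and the real one 3999. So few splits cannot give a share below 0.05.

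The log2 fold changes of *ZMIZ1* and *PROX1* were past the threshold under each alternative, from -1.63 to -1.59 and from -0.65 to -0.61 with all libraries, and from -1.74 to -1.39 and -0.74 to -0.55 with one left out. With one library left out, the numbers of genes lower were 4 to 7 for Fig 1G, 7 to 10 for Fig 1H, 6 to 9 for Fig 1I, 16 to 23 for Fig 2B, 6 to 13 for Fig 2C and 7 to 14 for Fig 2D. At the stricter threshold the numbers for Fig 1G, Fig 2C and Fig 2D were 4, 6 and 7, with 5 for Fig 1I. Without the trend they were 5 for Fig 1I, 6 for Fig 2C and 9 for Fig 2D; the cause was not tested. Of 123 other named genes, 28 fell short of the threshold under at least one alternative with all libraries, 6 passed it newly and *ZEB1*, close to 0, changed direction. Its log2 fold change was -0.0053, and 0.0079 with upper quartile scaling, 0.014 with the length correction and 0.0061 with the GC correction, and the block left both corrected values as they were. Across the fits that left out one library, 30 of the 123 genes fell short in at least one fit and 7 passed newly. One of the 7 was *LYVE1*, higher without *ZMIZ1* siRNA replicate 3 (limma, adjusted p = 0.00986). With one library left out, 10 genes, none past the threshold with all libraries, changed direction in at least one fit, with log2 fold changes from -0.10 to 0.28 for *LYVE1*, from -0.11 to 0.0086 for *PECAM1*, from -0.80 to 3.60 for *SLX1B*, from -0.080 to 0.027 for *SMARCA4*, from -0.015 to 0.049 for *STAT3*, from -0.25 to 0.69 for *SULT1A4* and from -0.043 to 0.034 for *ZEB1*. *SLX1B* and *SULT1A4* were chosen after their values were seen. Those of *ZMIZ2*, *MKI67* and *TGFB3*, among them, ran from -0.056 to 0.19, -0.13 to 0.51 and -0.19 to 0.17.

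The number of gene sets past the threshold was 2. It was 6 without a filter, 4 with the replicate block, alone or with the length or the GC correction, 0 with estimated correlation, 1 with fry, and 2 to 6 with one library left out. Without a filter the adjusted p was 0.0288 for the S list, 0.0494 for claudins, 0.0288 for lymphatic endothelial markers, which were lower, and 0.0306 for p53 targets. With the replicate block it was 0.00719 for the S list and 0.0281 for the lymphatic markers, with the length correction added 0.0130 and 0.0345, and with the GC correction added 0.00410 and 0.0193. Over all these alternatives with all libraries the S list ran from 0.00410 to 0.866. On ranks the S list was at 0.0205. With estimated correlation the YAP and TAZ targets were at 0.768 and the G2/M list at 0.866, and with fry the G2/M list was at 0.479. The blood endothelial markers, never past the threshold, changed direction with fry (0.378) and vooma weights (0.9995), and the Slit-Robo family with fry (0.945). With one library left out the adjusted p ran from 0.000812 to 0.971 for the S list, from 3.00e-07 to 0.446 for the G2/M list, from 0.0130 to 0.172 for lymphatic markers, from 0.0231 to 0.234 for p53 targets, from 0.00798 to 0.777 for interferon response, from 0.00299 to 0.763 for collagens, from 0.675 to 0.905 for blood endothelial markers, from 0.559 to 0.951 for Slit-Robo and from 0.559 to 0.934 for Notch. The last 4 of these also changed direction in at least one of those fits. The cause of these changes was not tested.

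Depth limits the lowly expressed genes most. At 20 normalized counts, counting error alone reaches 36.7% in control replicate 2, the library with the lowest estimated depth.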

Differences from the paper's values

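In the main comparison the numbers of genes here differ from the paper's by less than 1.5-fold. They were 2094 against the paper's 2228, 1041 against the paper's 1115 higher and 1053 against the paper's 1113 lower. The paper's text gives no adjusted p threshold or least fold change for these calls. Here limma gave 999 genes at an adjusted p below 0.01 and 2964 below 0.1, so the closeness depends on the threshold. The log2 fold change of *ZMIZ1* was -1.62, and the paper's is about -1.6 in Fig 1E, read by eye.

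Of the genes in the heat maps of reduced genes, 4 were lower but not past the threshold here. *ADAMTS9* (Fig 1I) had an adjusted p of 0.0810 in limma. It passed with the replicate block (0.0184), with the block and length correction (0.0251), without *ZMIZ1* replicate 2 (0.0147), and with the block and GC correction (0.0194), which was chosen after seeing the values. *RAB13* (Fig 2B and 2C) had 0.0586 and passed under equal library totals (0.0439), with the block and length correction (0.0409), without control replicate 3 (0.0434) and without *ZMIZ1* replicate 3 (0.0251). *MYO10* (Fig 2C) had 0.0645 and passed under equal library totals (0.0328) and without *ZMIZ1* replicate 3 (0.00492). *MACF1* (Fig 2B and 2C) had 0.0818 and passed without control replicate 3 (0.0309). All 4 also passed at an adjusted p threshold of 0.1. Over the alternatives with all libraries, adjusted p in limma ran from 0.0184 to 0.186 for *ADAMTS9*, 0.0409 to 0.150 for *RAB13*, 0.0328 to 0.158 for *MYO10* and 0.0596 to 0.170 for *MACF1*.

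The paper states that TGF-β was elevated without naming the ligand. Here *TGFB2* was higher, with a log2 fold change of 0.88, while *TGFB1*, which the paper also lists among the lower genes, was at -0.35 and *TGFB3* at -0.068. The paper states that *FOXO1* was lower and, in its next sentence, speaks of its increased expression. Here its log2 fold change was -0.44. The paper lists *FOXC2*, *FLT1* and *BMP2* among the genes common to migration and proliferation. Each was lower, but was read in only one of these heat maps.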

Other observations

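The tests of *ZMIZ2* and of the interferon list were chosen after the values had been seen, and the tests of the immediate early and lymphatic marker lists after the pattern had been seen but before their own result was known.

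The paper proposes that Zmiz2 may compensate for Zmiz1 in mutant mice. In these human cells, *ZMIZ2* RNA was at 2146 ± 89.5 (SD, n = 3) normalized counts with control siRNA and at 2238 ± 374 (SD, n = 3) with *ZMIZ1* siRNA, a log2 fold change of 0.048 (standard error 0.11). Its adjusted p was 0.824 in limma, so no rise of the RNA was detectable at this depth and spread. The libraries differed, in that *ZMIZ1* siRNA replicates 1 and 2, at 2559.5 and 2328, lay above the highest control, at 2226, and replicate 3, at 1827, below the lowest, at 2049. Without replicate 3 the log2 fold change was 0.19 (limma, adjusted p = 0.0708), still short of the threshold, as were all 6 fits that left out one library. Over these fits, adjusted p ran from 0.0708 to 0.966 in limma. Protein was not analysed here.

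*FOS*, *FOSB*, *EGR1* and *EGR3*, of which the first 3 were chosen after their values were seen, were lower, with log2 fold changes of -1.70, -1.74, -1.46 and -1.53 and separated libraries. A list of immediate early genes was written after that. Over all 26 tested members, 7 were lower and 7 higher past the threshold. The list did not move as a whole in camera (unadjusted p = 0.475, or 0.408 with replicate number as a block). Its direction was upward, with a median log2 fold change of 0.11, and 8 of the 26 had a negative log2 fold change. A fall shared by most of the listed genes was therefore not seen. Without *FOS*, *FOSB*, *EGR1* and *EGR3*, the other 22 had a median log2 fold change of 0.17, with 3 lower and 7 higher past the threshold. In camera their unadjusted p was 0.00786 upward, adjusted over 3 lists 0.0236, or 0.0177 with the block. Since the 4 genes taken out were known to have fallen, that upward shift is partly built in. It cannot by itself show whether the response fell as a whole. *BTG2*, named for its place in the p53 list, rose from 1279 ± 32.6 (SD, n = 3) to 2878 ± 72.5 (SD, n = 3) normalized counts. No biological explanation was tested.

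Of 26 lymphatic endothelial markers in a list written before the data were examined, 9 were lower and 3 higher past the threshold, and the list as a whole had an adjusted p of 0.0639 in camera, or 0.0281 with replicate number as a block, and ran from 0.0193 to 0.866 over the alternatives with all libraries. Adjusted over the list alone, 10 were lower and 4 higher. The 22 markers outside the paper's heat maps had a median log2 fold change of -0.10 and an unadjusted p of 0.320 in camera (0.187 with the block). The heat maps show genes the authors found lower in these data, so leaving them out weakens the list by construction, and whether the markers fell beyond them is left open. *RELN* was lower, with a log2 fold change of -1.17, and *SNCG* higher, with 0.81.

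Interferon-induced genes were compared between the siRNA treatments. Both groups received siRNA, so a response common to both would not show. Of 37, 3 were higher and 2 lower past the threshold. The list was not higher as a whole (adjusted p = 0.249 in camera, 0.222 with replicate number as a block), and over the alternatives with all libraries its adjusted p ran from 0.163 to 0.866. It was 0.00798 without control replicate 3.

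The libraries were not equally alike within the groups. The median absolute log2 difference over tested genes was between 0.112 and 0.114 for pairs of control libraries. It was 0.107 between *ZMIZ1* siRNA replicates 1 and 2, 0.160 and 0.162 between replicate 3 and these, and between 0.164 and 0.228 across groups. No pair of libraries held identical values. The first principal component held 42.4% of the variance and divided the groups, and on the second, with 17.9%, replicate 3 of *ZMIZ1* siRNA lay apart from the other two of its group. That library also had the lowest *ZMIZ1* value.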
